# Transcriptomic Analysis of the Innate Antiviral Immune Response in Porcine Intestinal Epithelial Cells: Influence of Immunobiotic Lactobacilli

**DOI:** 10.3389/fimmu.2017.00057

**Published:** 2017-02-02

**Authors:** Leonardo Albarracin, Hisakazu Kobayashi, Hikaru Iida, Nana Sato, Tomonori Nochi, Hisashi Aso, Susana Salva, Susana Alvarez, Haruki Kitazawa, Julio Villena

**Keywords:** intestinal epithelial cells, immunotranscriptomic response, TLR3, *Lactobacillus rhamnosus* CRL1505, *Lactobacillus plantarum* CRL1506, antiviral response

## Abstract

*Lactobacillus rhamnosus* CRL1505 and *Lactobacillus plantarum* CRL1506 are immunobiotic strains able to increase protection against viral intestinal infections as demonstrated in animal models and humans. To gain insight into the host–immunobiotic interaction, the transcriptomic response of porcine intestinal epithelial (PIE) cells to the challenge with viral molecular associated pattern poly(I:C) and the changes in the transcriptomic profile induced by the immunobiotics strains CRL1505 and CRL1506 were investigated in this work. By using microarray technology and reverse transcription PCR, we obtained a global overview of the immune genes involved in the innate antiviral immune response in PIE cells. Stimulation of PIE cells with poly(I:C) significantly increased the expression of *IFN-*α and *IFN-*β, several interferon-stimulated genes, cytokines, chemokines, adhesion molecules, and genes involved in prostaglandin biosynthesis. It was also determined that lactobacilli differently modulated immune gene expression in poly(I:C)-challenged PIE cells. Most notable changes were found in antiviral factors (*IFN-*α, *IFN-*β, *NPLR3, OAS1, OASL, MX2*, and *RNASEL*) and cytokines/chemokines (*IL-1*β, *IL-6, CCL4, CCL5*, and *CXCL10*) that were significantly increased in lactobacilli-treated PIE cells. Immunobiotics reduced the expression of *IL-15* and *RAE1* genes that mediate poly(I:C) inflammatory damage. In addition, lactobacilli treatments increased the expression *PLA2G4A, PTGES*, and *PTGS2* that are involved in prostaglandin E2 biosynthesis*. L. rhamnosus* CRL1505 and *L. plantarum* CRL1506 showed quantitative and qualitative differences in their capacities to modulate the innate antiviral immune response in PIE cells, which would explain the higher capacity of the CRL1505 strain when compared to CRL1506 to protect against viral infection and inflammatory damage *in vivo*. These results provided valuable information for the deeper understanding of the host–immunobiotic interaction and their effect on antiviral immunity. The comprehensive transcriptomic analyses successfully identified a group of genes (*IFN-*β, *RIG1, RNASEL, MX2, A20, IL27, CXCL5, CCL4, PTGES*, and *PTGER4*), which can be used as prospective biomarkers for the screening of new antiviral immunobiotics in PIE cells and for the development of novel functional food and feeds, which may help to prevent viral infections.

## Introduction

In the past decade, research has demonstrated that beneficial microbes with the capacity to modulate the mucosal immune system (immunobiotics) are a potential alternative to enhance resistance against viral infections. Immunobiotic lactic acid bacteria (LAB) are able to provide protection against viral infections by modulating innate and adaptive antiviral immunity. Several reports have shown that immunobiotic LAB improve protection against enteric viral infections and shorten the duration of diarrhea, reduce the number of episodes, diminish virus shedding, normalize gut permeability, and increase the production of virus-specific antibodies (1–3). Moreover, it was demonstrated that some immunobiotic strains, when orally administered, are able to increase respiratory defenses and reduce the susceptibility to respiratory viral infections improving virus clearance and diminishing inflammatory-mediated lung tissue damage (4–7).

In developing countries, viral mucosal infections such as bronchitis and diarrhea are the most common infectious diseases in children (8–10). The use of immunobiotics to improve the outcome of those viral infections has been proposed. In this regard, in a randomized controlled trial conducted by Villena et al. (4), the immunobiotic strain *Lactobacillus rhamnosus* CRL1505 (administered in a yogurt formulation) improved mucosal immunity and reduced the incidence and severity of intestinal and respiratory infection in children. The incidence of infectious events was reduced from 66% in the placebo group to 34% in the group that received the probiotic yogurt. Furthermore, there was also a significant reduction in the occurrence of indicators of disease severity such as fever and the need for antibiotic treatment in children receiving the probiotic yogurt (4). Studies in mice models have proved that orally administered *L. rhamnosus* CRL1505 improves antiviral immune responses in the intestinal mucosa (local effect) (5, 11) and the respiratory tract (distal effect) (6, 7). Of interest, it was demonstrated that these immunomodulatory capacities are strain specific since other immunobiotic strains such as *Lactobacillus plantarum* CRL1506 exert only local affects after oral administration (5–7, 11).

The interactions of intestinal epithelial cells (IECs) with luminal antigens and immune cells play a central role in determining the type of immune response triggered by microorganisms in the intestinal mucosa (12, 13). Therefore, by using a previously established porcine intestinal epithelial (PIE) cells that is able to respond to the dsRNA synthetic analog poly(I:C) and are permissive to rotavirus (14, 15), we aimed to evaluate the similarities and differences in the innate antiviral immune response induced by *L. rhamnosus* CRL1505 and *L. plantarum* CRL1506. We hypothesized that transcriptomic analyses using microarray technology in PIE cells could provide valuable information to gain insights in the mechanisms involved in the capacity of immunobiotics to modulate the innate antiviral immune response in the gastrointestinal tract and could provide some clues about their ability to stimulate immunity in distal mucosal sites such as the respiratory tract. Therefore, the aim of this study was to investigate the transcriptomic response of PIE cells to the challenge with viral molecular associated pattern poly(I:C) and the changes in that immunotranscriptomic profiles induced by the immunobiotics strains with antiviral capabilities *L. rhamnosus* CRL1505 and *L. plantarum* CRL1506. We obtained a global overview of the immune genes involved in the innate antiviral immune response in PIE cells that include type I interferons (IFNs), several IFN-stimulated genes (ISGs), cytokines, chemokines, adhesion molecules, and genes involved in prostaglandin biosynthesis. It was also determined that lactobacilli differently modulated immune gene expression in poly(I:C)-challenged PIE cells by increasing the expression of antiviral factors and cytokines/chemokines and reducing genes involved in poly(I:C)-mediated inflammatory damage. Moreover, the study allowed us to identify a group of genes that could be used as biomarkers for the screening of new antiviral immunobiotics in PIE cells.

## Materials and Methods

### PIE Cells

PIE cells are intestinal non-transformed cultured cells originally derived from intestinal epithelia isolated from an unsuckled neonatal swine (16). When PIE cells are cultured, they assume a monolayer with a cobblestone and epithelial-like morphology and with close contact between cells (14, 16, 17). PIE cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM) (Invitrogen Corporation, Carlsbad, CA, USA) supplemented with 10% fetal calf serum, 100 U/ml streptomycin, and 100 mg/ml penicillin at 37°C in an atmosphere of 5% CO_2_. PIE cells grow rapidly and are well adapted to culture conditions even without transformation or immortalization (17–19).

### Microorganisms

*Lactobacillus rhamnosus* CRL1505 and *L. plantarum* CRL1506 belong to CERELA Culture Collection and were originally isolated from goat milk (19). These strains were grown in Man-Rogosa-Sharpe broth at 37°C. For immunomodulatory assays, overnight cultures were harvested by centrifugation, washed three times with sterile PBS, counted in a Petroff-Hausser counting chamber, and resuspended in DMEM until use.

### Immunomodulatory Effect of Lactobacilli in PIE Cells

Evaluation of the immunomodulatory activity of *L. rhamnosus* CRL1505 and *L. plantarum* CRL1506 was performed using PIE cells as described previously (19). PIE cells were seeded at 3 × 10^4^ cells per well in 12-well type I collagen-coated plates (Sumitomo Bakelite Co., Tokyo, Japan) and cultured for 3 days. After changing medium, lactobacilli (5 × 10^8^ cells/ml) were added, and 48 h later, each well was washed vigorously with medium at least three times to eliminate all stimulants. Then cells were stimulated with poly(I:C) (60 μg/ml) for 3, 6, 12, or 24 h for reverse transcription (RT)-PCR studies or for 12 h for microarray studies.

### Microarray Analysis

Total RNA was isolated from lactobacilli-treated and control PIE cells using PureLink RNA Mini Kit (Life Technologies Inc., Gaithersburg, MD, USA) and treated with DNase. RNA integrity of all samples were evaluated by Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA), using the RNA 6000 Nano Kit (20). Complementary DNA synthesis was performed using 200 ng of RNA. Hybridization with Porcine (V2) Gene Expression Microarray (Agilent Technologies) was performed at Hokkaido System Science Co. Scanning and digitization of Microarray were done by Agilent Technologies Microarray Scanner and Agilent Feature Extraction 10.7.3.1, respectively.

Data normalization and expression analysis were performed using GeneSpring software version 13.1 (Agilent Technologies). Significant genes up and downregulated in test samples [those stimulated with poly(I:C) or lactobacilli plus poly(I:C)] with respect to control samples [without poly(I:C) stimulation] were identified. Genes with significant changes in transcript abundance were selected on the basis of two criteria: a *t*-test *P* value of less than 0.05, which was considered statistically significant, and a cutoff in transcript abundance of at least twofold. Statistical analysis was conducted using the Limma package from BioConductor in R software (version 3.2.5). Results were expressed as log2 scale (log2 ratio). Genes whose expressions were log2 > 1 and *P* < 0.05 were annotated using PANTHER 11.1 (pantherdb.org). Genes were further analyzed according to Gene Ontology (GO) classification. Microarray data were submitted to NCBI-GEO under the accession number GSE93225.

### Quantitative Expression Analysis by Two-Step Real-time Quantitative PCR (qPCR)

Two-step real-time qPCR was performed to characterize the expression of selected genes in PIE cells. Total RNA was isolated from each PIE cell sample using TRIzol reagent (Invitrogen). All cDNAs were synthesized using a Quantitect RT kit (Qiagen, Tokyo, Japan) according to the manufacturer’s recommendations. Real-time qPCR was carried out using a 7300 real-time PCR system (Applied Biosystems, Warrington, UK) and the Platinum SYBR green qPCR SuperMix uracil-DNA glycosylase with 6-carboxyl-X-rhodamine (Invitrogen). The primers used in this study were described before (19, 20). The PCR cycling conditions were 2 min at 50°C, followed by 2 min at 95°C, and then 40 cycles of 15 s at 95°C, 30 s at 60°C, and 30 s at 72°C. The reaction mixtures contained 5 µl of sample cDNA and 15 µl of master mix, which included the sense and antisense primers. According to the minimum information for publication of quantitative real-time PCR experiments guidelines, β-actin was used as a housekeeping gene because of its high stability across porcine various tissues (14, 15, 20). Expression of β-actin was used to normalize cDNA levels for differences in total cDNA levels in the samples. The quality of the RNA in all experiments was checked by Agilent 2100 Bioanalyzer, and all samples were determined to be suitable for the qPCR assay considering values of A260/A280 and A260/A230 over 2.0 and the RIN value over 9.0.

### Statistical Analysis

Statistical analyses were performed using GLM and REG procedures available in the SAS computer program (SAS, 1994). Comparisons between mean values were carried out using one-way ANOVA and Fisher’s least significant difference test. For these analyses, *P* values <0.05 were considered significant.

## Results

### Immunotranscriptomic Changes in PIE Cells after Poly(I:C) Challenge

The transcriptomic response of PIE cells to the challenge with poly(I:C) was first investigated. Microarray analysis was performed in PIE cells 12 h after the stimulation with poly(I:C). 

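PIE cells are a line of porcine intestinal epithelial cells, and poly(I:C) is a synthetic double-stranded RNA given in place of a virus. The cells were cultured for 3 days, and RNA was taken 12 h after poly(I:C). The paper gives the dose as 60 µg/ml, and the sample labels give 60 ng/ml. For each condition, 1 RNA sample was hybridized to a single-colour Agilent Porcine (V2) array, and the 4 arrays of the study lie on 1 slide. There are no replicates, no test was run, and the number of arrays limits the precision of every value. The labels of the unchallenged array differ among themselves, since its source is given as not challenged while its title and description name a challenge. It was taken as the unchallenged group because the other 3 arrays account for the other 3 groups.
The authors digitized the scans with Feature Extraction 10.7.3.1, which gives each spot a background-subtracted intensity without normalization between arrays. Each array holds 43803 spots that are not controls, for 43603 different probes. On the unchallenged array 24838 probes (57.0%) were well above background by the criterion of that software, and on the array of poly(I:C)-challenged cells 25624 probes (58.8%). The 75th percentile of the intensities was 442 and 469, respectively. The number of saturated spots was 0 on both, and 17 and 18 spots marked as outliers were left out. Probes printed in 5 spots each had a median coefficient of variation of 5.85% and 4.97% among their spots. The log2 difference of 8 RNA standards added to each sample lay between -0.10 and 0.12.
From there, the intensities were put on the log2 scale, the 75th percentile of the array was subtracted, and the spots of a probe were averaged. A log2 ratio is the difference between 2 arrays. A probe was counted if it was well above background on at least 1 of the 2 arrays. Where it was not well above background on one of them, only a bound is given. This is the brighter signal over the higher of the dim probe's own signal and the lowest signal well above background on the same array, which has a log2 of -4.61 on the unchallenged array. No fold is given where both signals were not well above background or where the bound was under 1. The genes of Table S1 were read at the probe that the table lists, and a statement on such a gene refers to that probe unless another is named. For 2 bright spots the error model of Feature Extraction gives a standard error of 0.20 for a log2 ratio, which covers the scan and not the variation between cultures.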

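Of the 26426 probes compared, 1860 were at least 2-fold higher after poly(I:C) and 1140 were at least 2-fold lower. With a gene taken as changed if any probe with its name was, 513 genes were higher and 301 were lower. Of these probes, 976 of the higher and 604 of the lower ones were well above background on both arrays. Among the alternatives set before the data were examined, the normexp background correction moved the number of higher probes most, to 901, with 399 lower. In absolute number the lower ones moved most with the deposited table, to 1941, and as a ratio with the normexp background correction, to 399. Counting probes past the threshold in any of the 3 comparisons with unchallenged cells, without a filter on dim probes, gave 5101 higher and 3368 lower, and this count was chosen after seeing the data. The authors' deposited table of log2 ratios lists 2526 probes higher and 1941 lower for poly(I:C) alone. Of its 4467 values for this comparison, 32.8% belong to probes not well above background on either array. Among probes that carry a gene name and were well above background on both arrays, the largest rise was that of OASL, followed by a second probe of CCL5 (log2 ratio 9.60), a second probe of IFIT1 (9.15), GBP7 (9.15) and IFIT3. Among the largest falls of such probes were those of GJA5 (-2.68), TNFSF4 (-2.38), GLI1 (-2.38) and INPP4A (-2.34). TNFSF4, GLI1 and INPP4A each have at least 1 other probe, none of which gave the same call.

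**Figure D1:**
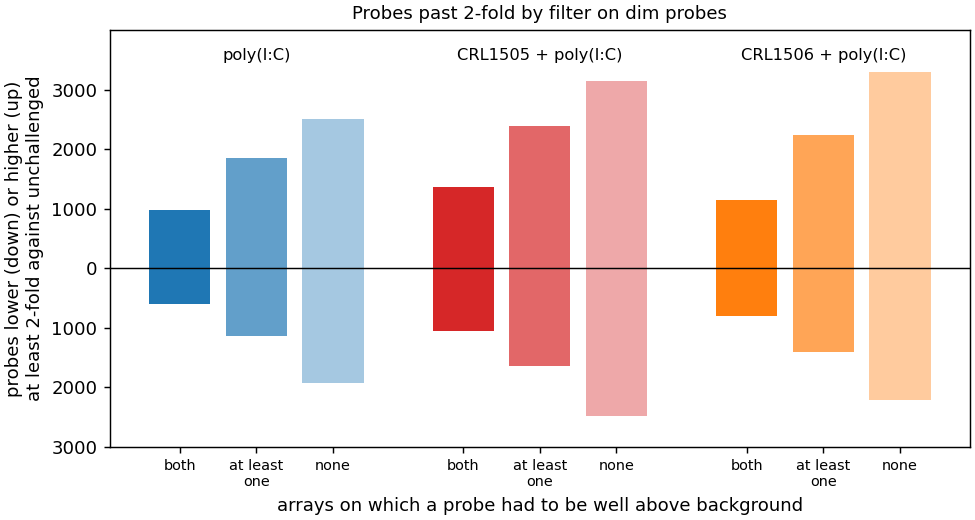
Number of probes at least 2-fold higher (up) or lower (down) than in unchallenged PIE cells, by the arrays on which a probe had to be well above background (both, at least 1, or none required), with 1 array per condition. In poly(I:C)-challenged cells the higher probes number 976, 1860 and 2513, and the lower ones 604, 1140 and 1938.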

When these cells were compared with unchallenged PIE cells, it was found that there were 5,140 transcripts (representing 1,178 unique genes) and 3,359 transcripts (representing 788 unique genes) upregulated and downregulated, respectively (Figures 1A,B).

**Figure 1:**
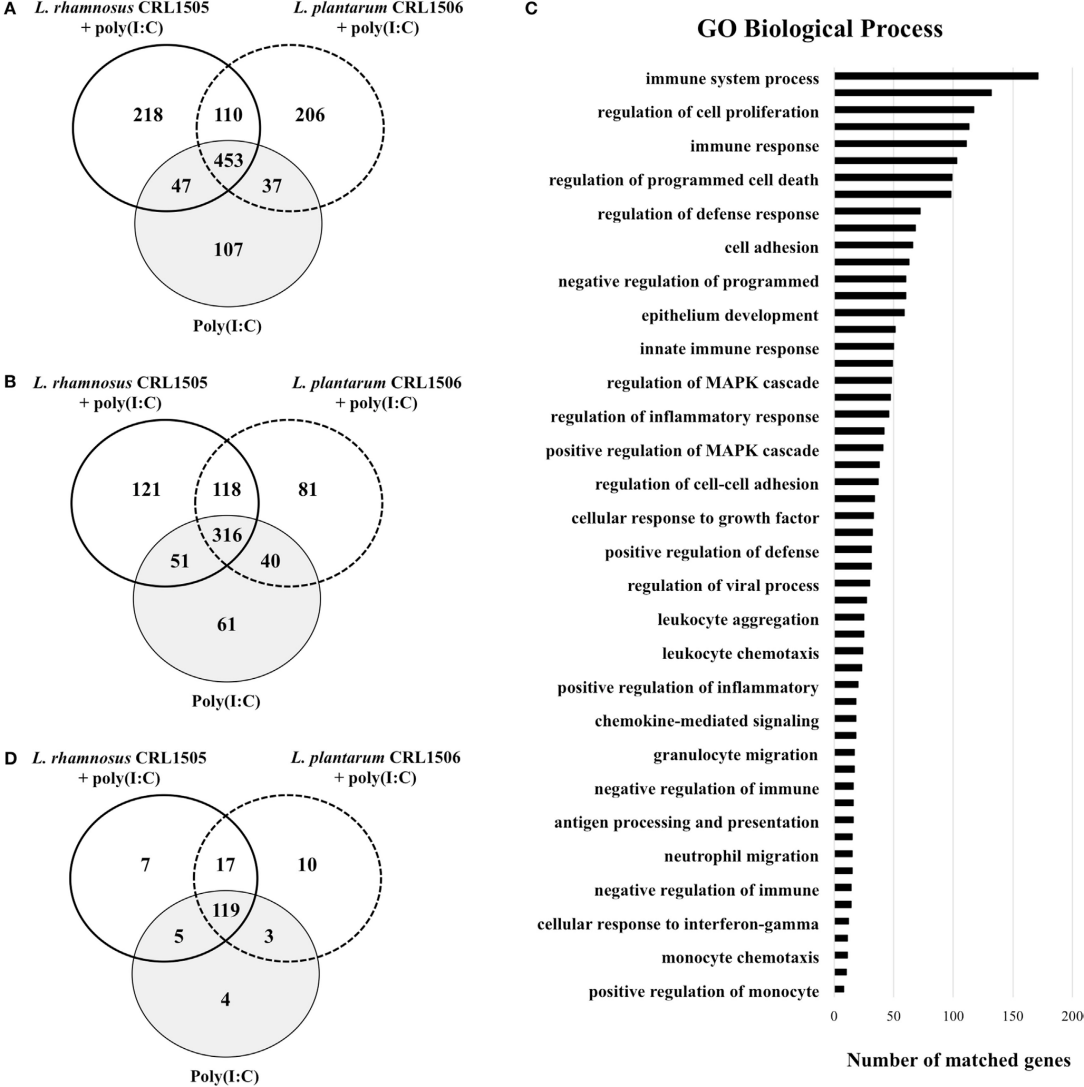
**Differentially regulated genes in porcine intestinal epithelial (PIE) cells treated with immunobiotic *Lactobacillus rhamnosus* CRL1505 or *Lactobacillus plantarum* CRL1506 and challenged with the viral molecular associated pattern poly(I:C)**. Non-lactobacilli-treated PIE cells challenged with poly(I:C) were used as controls. The changes in gene expression were evaluated by comparing the three mentioned groups with unchallenged PIE cells. Venn diagrams showing the number of differentially upregulated **(A)** and downregulated **(B)** genes for each experimental group. Number of matched genes categorized according to Gene Ontology (GO) database **(C)**. Venn diagram showing the number of differentially regulated genes that are known to have immune-related functions for each experimental group **(D)**.

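With the filter on dim probes, 380 gene names were higher and 242 were lower in all 3 comparisons with unchallenged PIE cells. In 1 comparison only, 81 were higher with poly(I:C) alone, 189 with CRL1505 and 118 with CRL1506, and 25, 84 and 40 were lower. Higher in both lactobacilli-treated groups and not with poly(I:C) alone were 81 gene names, and 83 were lower. Shared by poly(I:C) and CRL1505 were 31 higher and 18 lower, and by poly(I:C) and CRL1506 21 higher and 16 lower. A gene seen in 1 comparison only often lay close to the threshold in another. Where a gene also had to stay under 1.5-fold in the other comparisons, 39 genes were higher with poly(I:C) alone, 56 with CRL1505 and 75 with CRL1506. Counted in the authors' deposited table, the gene names fall into the same numbers as printed in Figures 1A,B. The largest of them are 453 higher and 316 lower in all 3 comparisons.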

Of these differentially regulated genes, 165 were assigned to immune-related functions according to GO database (Figures 1C,D; Table S1 in Supplementary Material). 

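Of the 165 genes of Table S1, 87 were well above background on all 4 arrays and 64 were not well above background on the unchallenged array. Of these 64, 38 were well above background on all 3 challenged arrays. On none of the 4 arrays was the probe that the table lists for IFNA1, S100A8, PTGER2 or PROC well above background. Table S1 prints 428 log2 ratios, and 409 of them lie within 0.05 of the measured log2 ratio of the same probe, a tolerance set after the values had been compared. The other 19 belong to 12 genes, among them OAS1, IFNA1, IL6, IL15, CCL5, CCL8, RAE1, EPCAM, GZMH, LYZ and MASP1. The table marks 67 entries as not modulated, and 31 of these were well above background on both arrays. Of the 31, 25 differed by more than 1.5-fold from unchallenged cells and 0 by more than 2-fold. By the classes of the table, the genes measured on both arrays had a median log2 ratio after poly(I:C) of 3.44 for interferons and antiviral factors (30 genes) and 1.38 for cytokines and chemokines (26 genes). It was 0.90 for prostaglandins (5 genes), 0.80 for pattern recognition receptors (8 genes) and 0.16 for adhesion molecules (12 genes, of which 6 were higher). Gene names are those of the array design, and 106 of the 165 accessions were found in the RefSeq table for Sscrofa11.1. The gene that Table S1 calls RAE1 is named KLRF1 in the files, and the files call IRF9 LOC780415, CXCL5 AMCF-II, PTGER2 LOC100127164, CFD LOC396877, TFPI LOC100155068 and SAA2 LOC733603. Assignment of genes to GO terms was not analysed here.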

Changes in the immunotranscriptome response in PIE cells after poly(I:C) stimulation included genes in the following GO Biological Process pathways: “immune system process,” “regulation of defense response,” “cell adhesion,” “innate immune response,” “regulation of viral process,” “cellular response to interferon-gamma,” and several pathways related to immune cells migration and chemotaxis (Figure 1C).

The most remarkable changes in PIE cells after stimulation with poly(I:C) were found in expression type I IFNs and antiviral factors, cytokines, chemokines, adhesion molecules, and prostaglandins.

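The probe of IFNB1 (A_72_P223342) was not well above background in unchallenged PIE cells and was well above it after poly(I:C). Its signal was at least 4.52-fold higher after the challenge, a log2 of 2.18 that the normexp background correction moved most, to 0.86. IFNB1 lies on chromosome 1 from 201850935 to 201851495 in the pig reference Sscrofa11.1. The probe of IFNA1 (A_72_P077906), a gene on chromosome 1 from 201515835 to 201516477, was not well above background on any of the 4 arrays, so no fold can be given for IFN-α.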

A significant increase in the expression of *IFN-*β and *IFN-*α was observed in poly(I:C)-challenged PIE cells with fold changes (log_2_ ratio) of 4.3 and 3.5, respectively (Table S1 in Supplementary Material). 

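OASL, on chromosome 14 from 40900050 to 40917189, had the largest log2 ratio measured on both arrays, 10.79 after poly(I:C) (standard error of the error model 0.34). IFIT3 (9.10), MX1 (7.98), OAS2 (6.40), MX2 (6.30), IFIT5 (3.00) and RNASE4 (1.98) were also measured on both arrays and were higher. The Table S1 probes of OAS1, IFIT1 and IFIT2 were not well above background in unchallenged cells. After poly(I:C) OAS1 was at least 2417-fold higher, IFIT1 at least 832-fold higher and IFIT2 at least 316-fold higher. Probes of one gene could disagree in size. Another probe of each was measured on both arrays, with log2 ratios of 6.27 for OAS1, 9.15 for IFIT1 and 7.92 for IFIT2. Of the 3 probes of MX2, 2 were measured on both arrays and gave log2 ratios of 3.60 and 6.30.

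**Figure D2:**
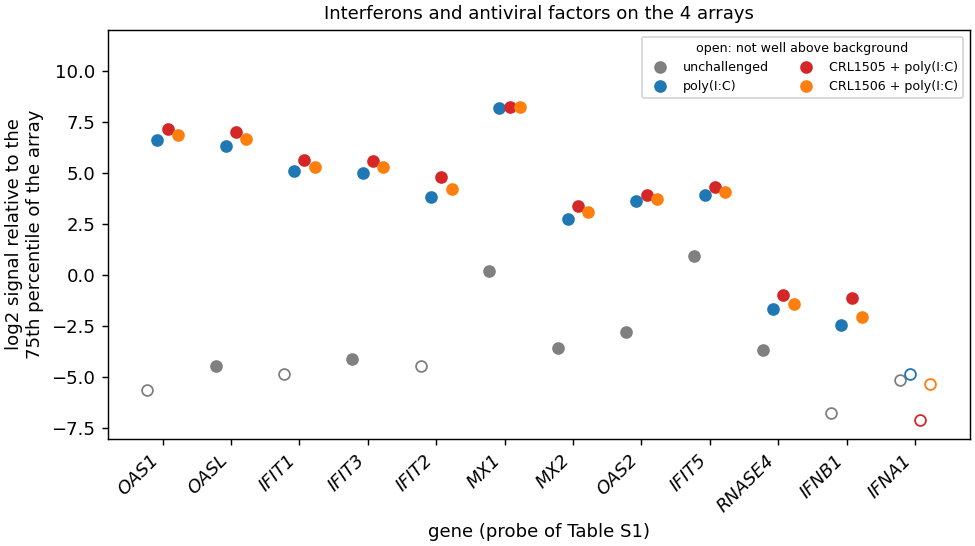
Log2 signal relative to the 75th percentile of the array for the Table S1 probes of 12 interferons and antiviral factors, with 1 point per array and open points for signals not well above background. Of these 12 genes all except IFNA1 are well above background on the 3 challenged arrays, and signals of different probes are not comparable with each other.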

Increased expression of the IFN-induced antiviral factors *OAS1* (11.2), *OASL* (10.7), *IFIT1* (9.9), *IFIT3* (9.1), *IFIT2* (8.3), *MX1* (7.9), *MX2* (6.3), *OAS2* (6.3), *IFIT5* (3.0), *RNASEL* (2.2), and *RNASE4* (1.9) was also observed. In addition, a significant upregulation of the transcriptional regulators *IRF7* (4.6), *STAT1* (4.3), *IRF1* (3.9), *IRF9* (2.5), and *STAT2* (2.2) were found in poly(I:C)-challenged PIE cells (Table S1 in Supplementary Material).

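IRF7, IRF1, IRF9 and STAT2 were well above background on both arrays. The log2 ratio after poly(I:C) was 4.63, 3.97, 2.55 and 2.24, respectively. As reference genes, ACTB (-0.17) and GAPDH (-0.10) changed little, whereas B2M, which belongs to the MHC class I complex, rose by 2.36.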

The stimulation of PIE cells with poly(I:C) significantly increased the expression of the inflammatory cytokines *IL-1*α (4.1), *IL-6* (4.0), and *IL-15* (1.8) (Table S1 in Supplementary Material). 

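IL1A was measured on both arrays, with a log2 ratio of 4.19 after poly(I:C). For IL6, on chromosome 9 from 91506421 to 91510830, the Table S1 probe was not well above background in unchallenged cells and was at least 5.48-fold higher after the challenge. Its other probe was measured on both arrays, with a log2 ratio of 3.29. For IL15 the probe of Table S1 gave a log2 ratio of 1.84, and the 4 probes of the gene ranged from 1.11 to 1.87.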

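NLRP3 encodes the sensor protein of the inflammasome. Its probe was not well above background in unchallenged PIE cells and was at least 4.44-fold higher after poly(I:C).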

There was also a 3.9-fold increase in the expression of the sensor of the inflammasome polymeric complex *NPLR3*. 

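Among the Table S1 probes of 9 chemokines that attract monocytes and T lymphocytes, only that of CCL2 was well above background in unchallenged PIE cells, and its log2 ratio after poly(I:C) was 2.01. The other 8 have bounds. CXCL10, on chromosome 8 from 71693641 to 71695948, was at least 1909.5-fold higher, and the bounds for CCL5, CXCL9, CCL20 and CCL4 were 381-fold, 58.4-fold, 53.2-fold and 49.0-fold. The other probes of CCL5 were measured on both arrays, with log2 ratios of 9.60 and 8.42. CCL23 was at least 8.90-fold higher. For CCL28 and CCL8 the bounds were close to 1, at 1.67-fold and 1.24-fold.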

Chemokines involved in monocyte and T lymphocyte recruitment and activation such as *CXCL10* (13.2), *CCL5* (8.4), *CXCL9* (8.1), *CCL4* (7.8), *CCL20* (5.9), *CCL23* (5.1), *CCL28* (2.9), *CCL8* (2.3), and *CCL2* (2.0) were increased after poly(I:C) stimulation. In addition, we observed a significant upregulation of the chemotactic factors for neutrophils *CXCL5* (2.5), *CXCL11* (10.3), and *CXCL8* (1.2) (Table S1 in Supplementary Material). Moreover, *CSF1* (2.9) and *CFS2* (2.9) that are factors able to stimulate the growth and differentiation of hematopoietic precursor cells from granulocytes and macrophages were also increased.

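CXCL8, which the files name IL8, was well above background on both arrays and had a log2 ratio of 1.22 after poly(I:C). CXCL11 was at least 323-fold higher. The signal of CXCL5 was close to the background of the unchallenged array, and the bound for it was 1.16-fold.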

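CSF2 had a log2 ratio of 2.99 after poly(I:C). CSF1 was not well above background in unchallenged cells and was at least 4.59-fold higher after the challenge.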

An upregulation of genes for adhesion molecules in PIE cells after stimulation with poly(I:C) was observed, including *SELE* (5.3), *VCAM-1* (4.0), *SELL* (2.6), *ICAM-1* (2.2), *EPCAM* (1.8), and *SELP* (1.8) (Table S1 in Supplementary Material). 

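SELE, VCAM1, ICAM-1 and SELP were measured on both arrays. The log2 ratio after poly(I:C) was 5.36, 4.00, 2.12 and 1.84, respectively. The probe that Table S1 lists for EPCAM was not well above background in unchallenged or in poly(I:C)-challenged cells, so it gives no fold. Of the 18 probes named EPCAM, 5 were well above background on at least 1 array, and 0 were measured on both the unchallenged and the poly(I:C) array.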

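Galectin 9 is encoded by LGALS9 on chromosome 12 from 44155079 to 44173634. Its Table S1 probe was not well above background in unchallenged PIE cells, and after poly(I:C) the signal was at least 49.6-fold higher. Another of its 3 probes was measured on both arrays, with a log2 ratio of 7.97.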

There was also a sevenfold increase in the expression of *LGALS9* (galectin 9), which is involved in epithelial–lymphocytes interaction.

The microarray analysis revealed increases in the expression of several genes related to prostaglandins biosynthesis in poly(I:C)-challenged PIE cells including *PTGS2* (5.0), *PTGIR* (3.6), *PTGIS* (1.6), *PTGER4* (1.6), and *PLA2G4A* (1.2). In addition, factors belonging to the complement system were upregulated including *C1R* (7.5), *C1S* (5.7), *C3* (2.9), and *CFB* (3.9) (Table S1 in Supplementary Material).

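PTGIS and PLA2G4A were measured on both arrays, with log2 ratios of 1.66 and 1.28 after poly(I:C). PTGS2, PTGIR and PTGER4 were not well above background in unchallenged cells. PTGS2 was at least 16.8-fold higher, PTGIR at least 2.96-fold higher and PTGER4 at least 1.75-fold higher after the challenge.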

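C1R was well above background on both arrays and had a log2 ratio of 7.53 after poly(I:C). C1S was at least 15.4-fold higher, CFB at least 3.31-fold higher and C3 at least 3.02-fold higher. Of the 5 probes of C3, 1 was measured on both arrays and gave a log2 ratio of 0.38. The remaining probes of C3 were higher, with log2 bounds of 1.94, 2.20 and 2.24.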

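The receptors TLR2 and PGLYRP2 were not well above background in unchallenged PIE cells. After poly(I:C), PGLYRP2 was at least 109.5-fold higher and TLR2 was at least 1.93-fold higher. The second probe of PGLYRP2 has a log2 bound of 0.10. Since both probes give only bounds, whether they differ in size cannot be told.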

Changes in the expression of some pattern recognition receptors (PRRs) were detected including *TLR2* (1.6), and *PGLYRP2* (8.1). In addition, we detected changes in the viral innate immune receptors *TLR3* (2.8), *DDX58* (8.9) also known as retinoic acid inducible gene-I (*RIG-I*), *IFIH1* (5.4) also known as melanoma differentiation associated gene-5 (*MDA-5*), and *PKR* (3.2) (Table S1 in Supplementary Material). 

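TLR3 (2.84), IFIH1 (5.40) and PKR (3.26) had log2 ratios measured on both arrays. DDX58 was not well above background in unchallenged cells and was at least 446-fold higher after poly(I:C). Its log2 bound is 8.80, against 6.52 under the normexp background correction.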

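The probe of Table S1 for serum amyloid A was not well above background in unchallenged PIE cells and was at least 133-fold higher after poly(I:C). Of the 5 probes with this gene name, 2 were measured on both arrays, with log2 ratios of 7.92 and 8.89. The files describe the gene as serum amyloid A2, and the reference table lists the same accession under the symbol SAA3. From these changes in type I interferons, antiviral factors, cytokines, chemokines, adhesion molecules and prostaglandins, the paper states that poly(I:C) changed the immunotranscriptome of PIE cells.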

We also detected increases in the expression of serum amyloid A2 (*SAA2*) (8.6).

### qPCR Analysis of Selected Genes in PIE Cells after Poly(I:C) Challenge

To further evaluate gene expression changes induced by poly(I:C) in PIE cells, qPCR was performed. From the 165 immune and immune-related genes differentially regulated by poly(I:C) (Figure 1D; Table S1 in Supplementary Material), we selected 39 belonging to IFN and IFN-induced antiviral factors, cytokines, chemokines, adhesion molecules, prostaglandins, *SAA2, A20, GZMA, LYZ*, and trefoil factor 1 (*TFF1*) to be studied by qPCR. We confirmed that the direction of the changes in gene expression was in agreement with results obtained in the microarray analysis in all the studied genes.

We detected a significant increase in the expression of *IFN-*β and *IFN-*α that reached a maximum value on hour 12 after poly(I:C) stimulation (Figure 2). *IRF3, RNASEL, MX1*, and *MX2* showed a peak on hour 12 after poly(I:C) challenge (Figure 2). Similarly, we observed increases in expression of *OAS1* and *OASL* with peaks at hour 24 and in *OAS2* with peaks between hours 6 and 12 after the poly(I:C) stimulation.

**Figure 2:**
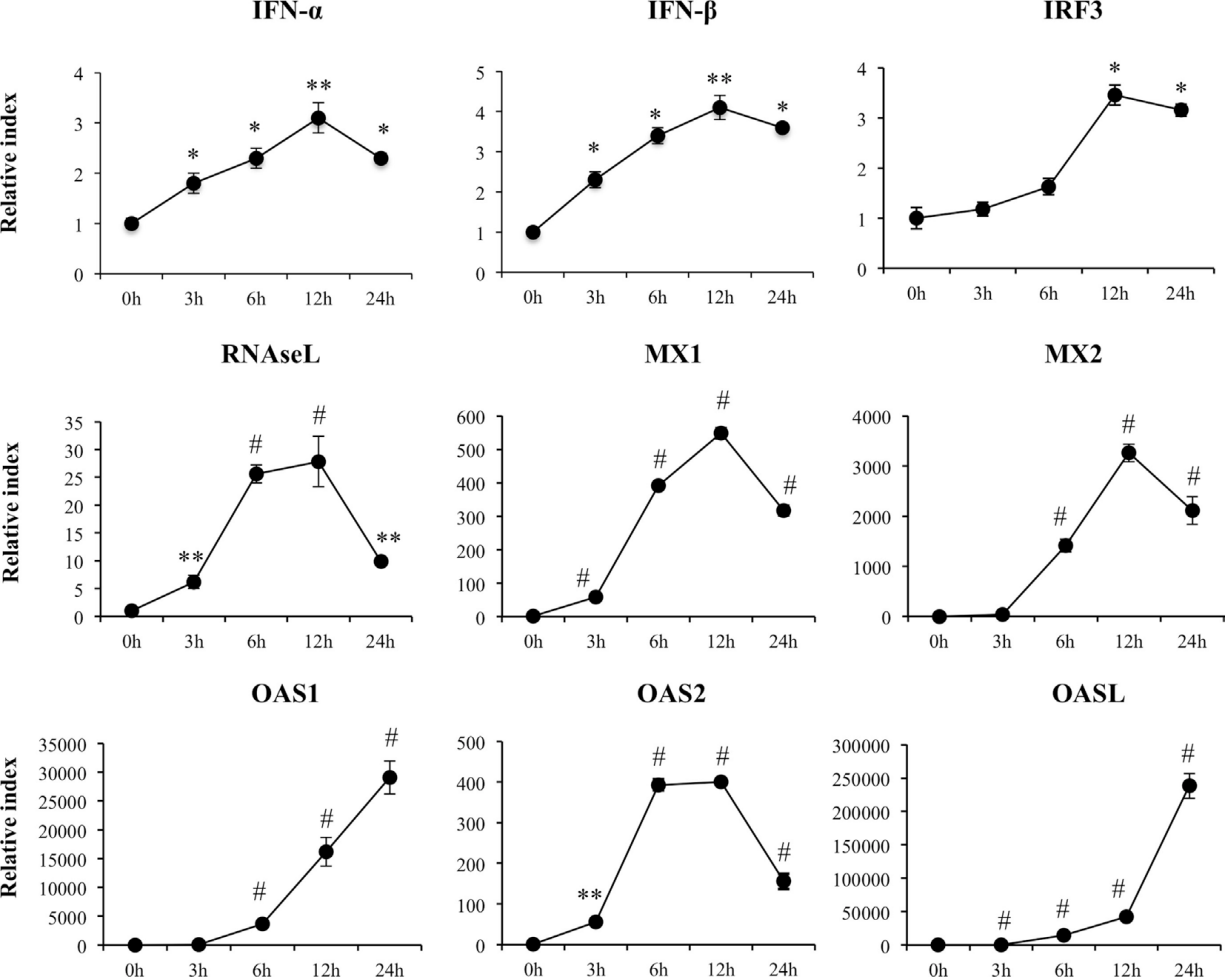
**Expression of type I interferons (*IFN-*β and *IFN-*α), IFN regulatory factor 3, and IFN-induced antiviral genes in porcine intestinal epithelial (PIE) cells after the challenge with the viral molecular associated pattern poly(I:C), analyzed by quantitative PCR**. The results represent data from three independent experiments. Symbols indicate significant differences when compared to unchallenged control PIE cells (time 0 h) (*P < 0.05, **P < 0.01, ^#^*P* < 0.001).

A significant increase in expression of *CCL4, CCL20, CXCL2*, and *CXCL5* with peaks on hour 3 after poly(I:C) challenge was also detected (Figure 3). Similarly, we observed increases in expression of *CCL8* and *CXCL10* with peaks at hour 6 and in *CCL11* and *CCL5* with peaks at hours 12 and 24, respectively. In addition, expression of *CCL23* increased from hour 3 and stayed in the same level between hours 6 and 24 after stimulation of PIE cells (Figure 3). *CXCL14* expression was significantly reduced after poly(I:C) challenge and returned to basal levels at hour 24. Poly(I:C) also increased the expression of the adhesion molecules *SELE, SELL, ICAM-1*, and *EPCAM* (Figure S1 in Supplementary Material).

**Figure 3:**
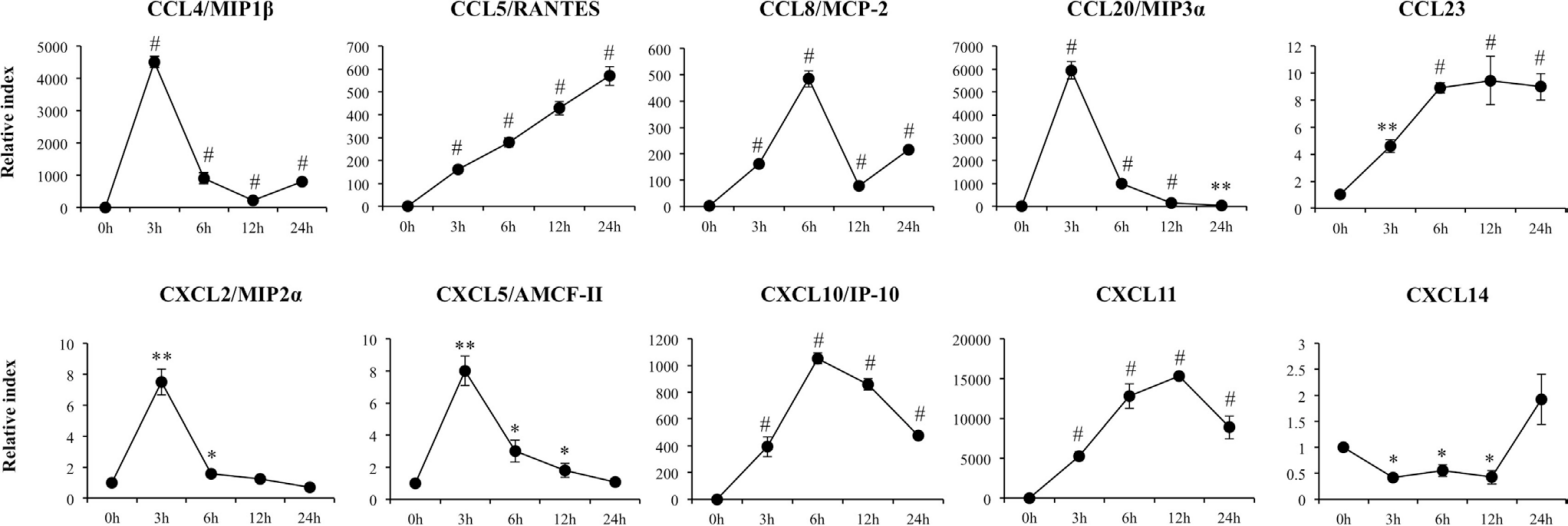
**Expression of chemokines genes in porcine intestinal epithelial (PIE) cells after the challenge with the viral molecular associated pattern poly(I:C), analyzed by quantitative PCR**. The results represent data from three independent experiments. Symbols indicate significant differences when compared to unchallenged control PIE cells (time 0 h) (*P < 0.05, **P < 0.01, ^#^*P* < 0.001).

Increased expression of *IL-1*β, *IL-5*, and *IL-15* was observed in poly(I:C)-challenged PIE cells (Figure 4) showing all of them their highest values after 6 h of stimulation. Amphiregulin (*AREG*) was also increased after poly(I:C) challenge with a peak at hour 24. On the contrary, *IL-9* expression was significantly reduced between hours 6 and 12 and returned to the basal levels at hour 24 (Figure 4).

**Figure 4:**
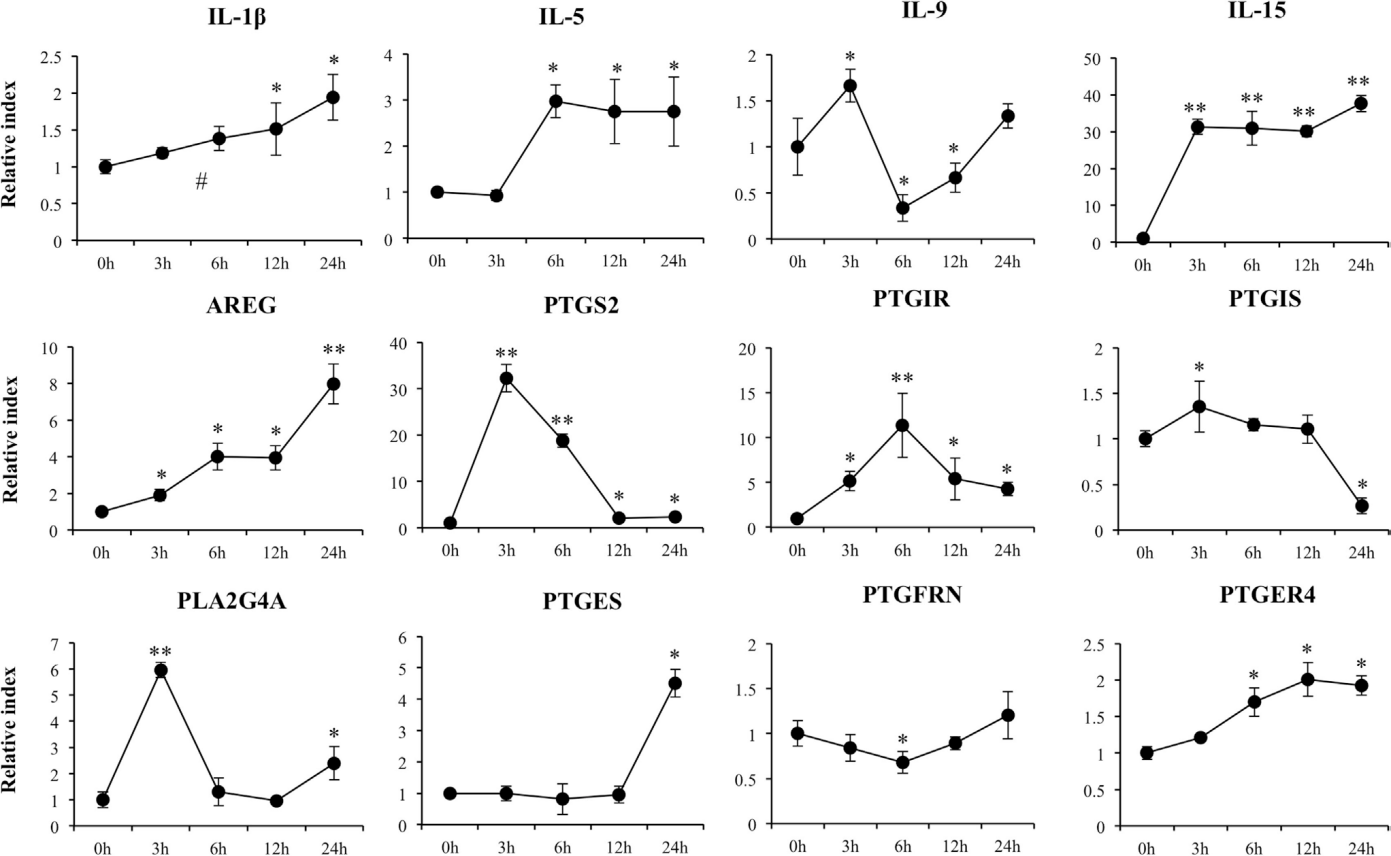
**Expression of cytokines and genes involved in prostaglandins biosynthesis in porcine intestinal epithelial (PIE) cells after the challenge with the viral molecular associated pattern poly(I:C), analyzed by quantitative PCR**. The results represent data from three independent experiments. Symbols indicate significant differences when compared to unchallenged control PIE cells (time 0 h) (*P < 0.05, **P < 0.01, ^#^*P* < 0.001).

We detected a significant increase in the expression of *PTGS2, PTGIR, PLA2G4A, PTGES*, and *PTGER4* (Figure 4). In addition, a slight increase in *PTGIS* was observed at hour 3, and a significant downregulation occurred at hour 24. A decrease in *PTGFRN* between hours 3 and 12 was also observed (Figure 4).

Finally, we observed upregulation of *GZMA, LYZ, TFF1*, and *SAA2* with peaks at hours 3, 6, 12, and 24, respectively (Figure S2 in Supplementary Material).

### Modulation of Poly(I:C)-Induced Immunotranscriptome Changes in PIE Cells by Immunobiotics

Next, we analyzed microarray data to evaluate the effect of the immunobiotic strains *L. rhamnosus* CRL1505 and *L. plantarum* CRL1506 on the immunotranscriptomic response of PIE cells after the challenge with poly(I:C). For that purpose, PIE cells were stimulated with *L. rhamnosus* CRL1505 or *L. plantarum* CRL1506 and then challenged with poly(I:C). 

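PIE cells were given L. rhamnosus CRL1505 or L. plantarum CRL1506 for 48 h, washed, and challenged with poly(I:C) for 12 h. As for the other groups, each treatment was measured with 1 RNA sample on 1 array. On the CRL1505 array 25806 probes (59.2%) were well above background and on the CRL1506 array 25257 (57.9%). The 75th percentile of the intensities was 457 and 444, and 23 outlier spots were left out on each. Probes printed in 5 spots varied by 5.78% and 5.95% among their spots. Against the poly(I:C) array, the RNA standards differed by 0.01 to 0.09 on the CRL1505 array and by 0.02 to 0.07 on the CRL1506 array, in log2.
The paper compares lactobacilli-treated with control PIE cells through ratios that share the unchallenged array. Here each lactobacilli array was also set directly against the poly(I:C) array, which leaves the unchallenged array out. A single array per group gives no replicate error. A difference was therefore placed against the middle 95% of the differences of the probes nearest in brightness, all well above background on both arrays. This range is called the yardstick, and by its construction 2.5% of such probes lie above it. The median yardstick over the Table S1 genes ran from -0.41 to 0.52 for CRL1505 and from -0.26 to 0.31 for CRL1506.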

Comparative analysis of microarray profiles indicated that both CRL1505 and CRL1506 strains differentially modulated the expression of several genes related to the innate antiviral immune response in PIE cells after poly(I:C) stimulation (Table S2 in Supplementary Material).

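Against unchallenged PIE cells, 2397 probes were at least 2-fold higher and 1654 lower with CRL1505 plus poly(I:C), and 2239 and 1410 with CRL1506 plus poly(I:C). Against poly(I:C) alone, 647 probes were at least 2-fold higher and 546 lower with CRL1505, and 804 and 544 with CRL1506. Of these, 145 and 103 were well above background on both arrays for CRL1505, and 140 and 70 for CRL1506.
Over the Table S1 genes well above background on both arrays, 108 of 129 were higher with CRL1505 than with poly(I:C) alone, and 102 of 126 with CRL1506. The median log2 difference was 0.47 and 0.21. The authors chose these genes on the same arrays, so they are not an independent list. Above the yardstick were 60 genes with CRL1505 and 33 with CRL1506, and below it 4 and 5. Of these 64 and 38 genes, 39 and 27 lay past its edge by less than their standard error of the error model, a count added after seeing the data. The median moved most under the normexp background correction for CRL1505, to 0.41, and under scaling by the array median for CRL1506, to 0.17. Table S1 marks 83 of the compared genes as changed by CRL1505, of which 57 lay above the yardstick, 2 below and 24 within. For CRL1506 it marks 47, of which 23 lay above and 24 within. From its own comparison of the profiles, given in Table S2 and not analysed here, the paper reports differential modulation of several innate antiviral genes by both strains.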

The Venn diagram analysis was used to find genes that were uniquely and commonly modulated between lactobacilli-treated and control PIE cells (Figure 1D). 

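By the 2-fold threshold alone, without a filter, the measured values put 114 of the Table S1 genes in all 3 groups. They put 8 genes with CRL1505 only, 11 with CRL1506 only, 4 with poly(I:C) only and 16 with both lactobacilli. A further 8 were shared by CRL1505 and poly(I:C), and 4 by CRL1506 and poly(I:C). With probes required to be well above background on at least 1 array, the counts in the same order were 110, 7, 11, 8, 17, 4 and 3, over 160 genes.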

Of the 165 differentially expressed genes in the Venn diagram analysis, 4 (*PPARA, TFF1, STAT3*, and *DUOX1*) were unique to the poly(I:C) challenge. 

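STAT3 had a log2 ratio of -1.12 against unchallenged cells with poly(I:C), -0.54 with CRL1505 and -0.88 with CRL1506 at the probe of Table S1. The 4 probes of STAT3 disagree, from -1.12 to -0.01 with poly(I:C). DUOX1 was well above background only on the poly(I:C) array, where it was at least 2.20-fold higher than in unchallenged cells. TFF1 was well above background in unchallenged cells and with CRL1505, which differed by a log2 of 0.09, and was at least 1.37-fold lower with poly(I:C) alone. PPARA was well above background only with CRL1505, so poly(I:C) alone has no fold.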

Seven (*TNFRSF11B, C5, LOC100127164, PIK3R5, IL27, IL17RC*, and *IBSP*) and 10 (*NFIA, CADM4, CDH24, CCR7, IL1RAPL2, TNFAIP8L2, DPEP1, CDH19, BPIFA1*, and *TNFSF18*) unique genes were found in the CRL1505 stimulation plus poly(I:C) challenge and the CRL1506 stimulation plus poly(I:C) challenge groups, respectively. In addition, five genes (*RNASE6, PROC, VTN, CCL28*, and *PLG*) were common to CRL1505 treatment plus poly(I:C) and control, whereas three genes (*IL23RA, ITGA1*, and *IL20RB*) were common to CRL1506 treatment plus poly(I:C) and control. It was also observed that 119 genes were common to all the 3 treatments (Figure 1D). 

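Of the 7 genes named for CRL1505, TNFRSF11B was measured on all arrays, with log2 ratios of -1.26 with CRL1505, -0.83 with poly(I:C) and -0.93 with CRL1506. IL17RC had 1.12, 0.79 and 0.84 in the same order. C5 was at least 2.12-fold lower with CRL1505, while its second probe had a log2 ratio of 0.18. IBSP was well above background only with CRL1505, where it was at least 4.30-fold higher. PIK3R5 was well above background on all 3 challenged arrays, and the probe of LOC100127164, which Table S1 lists as PTGER2, on none. Of the 10 genes named for CRL1506, 7 had Table S1 probes well above background only on the CRL1506 array, with bounds from 1.46-fold for CDH19 to 4.11-fold for TNFAIP8L2. Among these 7, other probes were measured on all arrays for CDH24, with log2 ratios of -0.45 and -0.79 with CRL1506, and for BPIFA1, with 0.22. The other 3 were measured on all arrays, with log2 ratios with CRL1506 of 1.54 for IL1RAPL2, -1.36 for NFIA and -1.02 for CADM4. With poly(I:C) alone CADM4 and NFIA already had log2 ratios of -0.75 and -0.77.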

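The Table S1 probes of VTN and PLG were well above background only on the poly(I:C) array, and that of PROC on none. Of the other probes of VTN, 4 were well above background on all 4 arrays, with log2 ratios from -0.70 to -0.11 with poly(I:C). CCL28 was at least 3.45-fold higher with CRL1505 than in unchallenged cells and not well above background with CRL1506. RNASE6 was well above background only in unchallenged cells, at least 1.58-fold lower with poly(I:C) and 1.60-fold with CRL1505, and 1.31-fold with CRL1506. ITGA1 had log2 ratios of -1.26 with poly(I:C), -1.04 with CRL1506 and -0.39 with CRL1505. IL20RB was well above background with poly(I:C) and with CRL1505, and not with CRL1506. IL23RA was well above background in unchallenged cells and with CRL1505 only.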

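All 3 challenged groups are compared with the same unchallenged array, so an error of that array enters all 3 ratios alike. In 100 simulations of this sharing with no true change, a median of 2 probes among 24838 were at least 2-fold higher in all 3 comparisons. A median of 3 were lower. Variation between cultures is not part of these simulations, since with 1 array per group it is not known. Among the 23488 probes well above background on all 4 arrays, 863 were higher and 442 lower in all 3. Across probes, which are not independent replicates, the log2 ratios of poly(I:C) and CRL1505 had a correlation of 0.95, against 0.37 in the simulations.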

The cluster analysis in Figure S3 in Supplementary Material depicts the transcriptomic patterns of differentially modulated genes between lactobacilli-treated and control PIE cells. 

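Euclidean distances were taken between the log2 profiles over the 27814 probes well above background on at least 1 array. The distance between the CRL1505 and CRL1506 arrays was 106.4, and the poly(I:C) array lay 100.6 from CRL1505 and 106.9 from CRL1506. By average linkage, poly(I:C) and CRL1505 joined first. The unchallenged array was farther from all of them, at 164.7 to 182.9. The difference between the distance of the strains from each other and that of CRL1505 from poly(I:C) was 5.79. It moved most with the probes restricted to those well above background on all 4 arrays, to -5.82, a restriction chosen after seeing the data. CRL1505 and CRL1506 then joined first, as they did with the normexp background correction (-3.32) and with dim signals raised to the floor (-1.95).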

The treatment with CRL1505 plus poly(I:C) clustered closer to the treatment with CRL1506 plus poly(I:C) and both clustered separated from the control.

Closer examination of gene expression revealed differences in several genes sheared by immunobiotic-treated PIE cells and controls (Table S1 in Supplementary Material). 

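Within the classes of Table S1, 37 of the 37 interferons and antiviral factors measured on both arrays were higher with CRL1505 than with poly(I:C) alone, with a median log2 difference of 0.55. With CRL1506 it was 36 of 37, with a median of 0.20. Among cytokines and chemokines, 35 of 44 were higher with CRL1505 (median 0.42) and 30 of 40 with CRL1506 (median 0.22). Adhesion molecules had medians of 0.23 and 0.12, pattern recognition receptors 0.42 and 0.18, prostaglandins 0.40 and 0.34, and other immune genes 0.66 and 0.36.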

Most remarkable differences were found in the genes belonging to IFN and IFN-induced antiviral factors, cytokines, chemokines, and adhesion molecules. Both lactobacilli treatment significantly increased *IFN-*β, *IFN-*α, *TLR3, OAS1, OASL, MX2, RNASEL, RNASE4*, and *STAT5A* when compared to controls. In addition, stimulation of PIE cells with *L. rhamnosus* CRL1505 plus poly(I:C) significantly increased the expression levels of *IFIT1, IFITM1, DDX58/RIG1, IFIH1/MDA5, IRF7, STAT1, NLRP3, IRF1, STAT2*, and *IRF2* when compared with PIE cells stimulated only with poly(I:C).

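IFNB1, TLR3, OAS1, OASL, MX2, RNASE4 and STAT5A were higher on both lactobacilli arrays than with poly(I:C) alone. IFNA1 was not well above background. With CRL1505, IFNB1 was higher by a log2 difference of 1.34 and STAT5A by 1.09. RNASE4 (0.67), OASL (0.66), MX2 (0.65), TLR3 (0.56) and OAS1 (0.54) were also higher, and all 7 genes lay above the yardstick. With CRL1506, OASL (0.35), MX2 (0.33), TLR3 (0.29) and OAS1 (0.24) were above the yardstick. IFNB1 (0.40), RNASE4 (0.26) and STAT5A (0.18) were within it. The other probes of OAS1 differed by 0.61 and 0.08 with CRL1505, and by 0.28 and -0.03 with CRL1506.

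**Figure D3:**
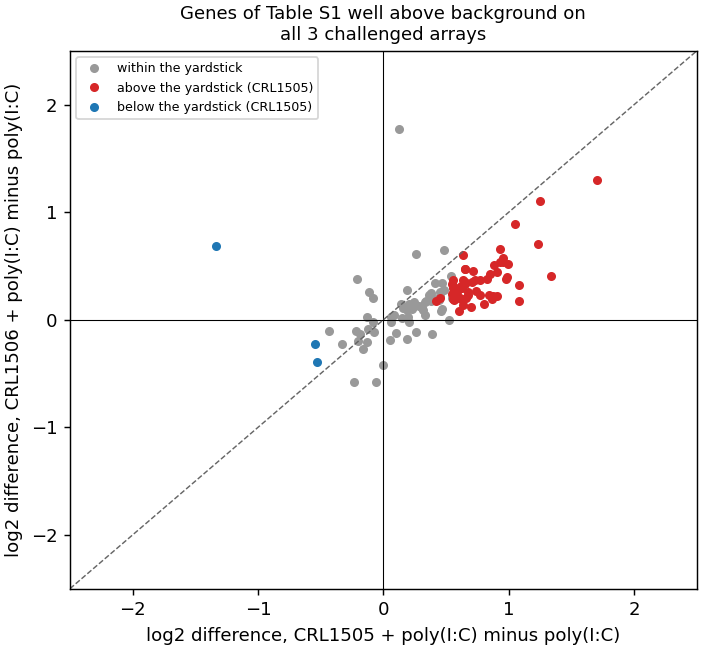
Log2 difference from poly(I:C) alone with CRL1505 (x axis) and with CRL1506 (y axis), with 1 point for each of 125 Table S1 genes well above background on all 3 challenged arrays, coloured by place in the CRL1505 yardstick, and a dashed line of equal differences. Higher in both are 97 genes and lower in both 15, and 106 lie to the right of the line.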

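IFIT1, IFITM1, DDX58, IFIH1, IRF7, NLRP3, IRF1, STAT2 and IRF2 were higher with CRL1505 than with poly(I:C) alone, by log2 differences from 0.45 for IRF7 to 0.68 for IFIH1. All but NLRP3 (0.47) and IRF2 (0.55) lay above the yardstick. With CRL1506 the same 9 genes were higher by 0.10 to 0.33, and of these only DDX58 lay above the yardstick.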

Although expression of *IL1A, IL6, IL8, AREG, CXCL10, CCL5, CCL4, CCL20, CCL23, CSF2, CCL3L1*, and *SELL* was upregulated in lactobacilli-treated PIE cells after the challenge with poly(I:C), the increases were significantly higher when compared to control PIE cells without lactobacilli treatment (Table S1 in Supplementary Material). 

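IL1A, IL6, IL8, AREG, CXCL10, CCL5, CCL4, CCL20, CCL23 and CSF2 were well above background on all 3 challenged arrays, and all 10 were higher with either strain than with poly(I:C) alone. With CRL1505 the log2 differences ran from 0.37 for AREG to 1.08 for CCL20, and all but AREG lay above the yardstick. With CRL1506 they ran from 0.14 for CCL5 to 0.60 for CCL23. IL6, AREG, CCL5 and CCL4 lay within the yardstick there, and the other 6 above it. The other probes of CCL5 were higher by 0.42 and 0.18 with CRL1505. CCL3L1 was not well above background with poly(I:C) alone, and was at least 2.40-fold higher with CRL1505 and 2.12-fold with CRL1506.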

*L. rhamnosus* CRL1505 plus poly(I:C) also increased the expression levels of *VEGFA, IL17RC, CXCL11, CCRL2, CXCL5, CXCL2, SELE, CDHR4*, and *EPCAM* when compared with PIE cells stimulated only with poly(I:C), an effect that was not observed with CRL1506 treatment. 

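With CRL1505, CDHR4 (0.99), CXCL2 (0.90), CXCL5 (0.81), SELE (0.70) and CXCL11 (0.66) lay above the yardstick in their log2 difference from poly(I:C) alone. VEGFA (0.46), CCRL2 (0.46) and IL17RC (0.33) lay within it. With CRL1506 the same 8 genes were higher by 0.05 to 0.40, of which only CDHR4 lay above the yardstick. Among the challenged groups, the Table S1 probe of EPCAM was well above background with CRL1505 only, where it was at least 3.11-fold higher than with poly(I:C) alone. Among the challenged groups, another EPCAM probe was also well above background with CRL1505 only, with a log2 bound of 1.30 against poly(I:C). Others were so with poly(I:C) only or CRL1506 only.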

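The probe of IL27 (A_72_P165821), a gene on chromosome 3 from 18421962 to 18427916, was well above background with CRL1505 plus poly(I:C) and on none of the other 3 arrays. Its signal with CRL1505 was at least 1.32-fold higher than in unchallenged PIE cells and at least 1.50-fold higher than with poly(I:C) alone. The array has 1 probe for this gene.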

Interestingly, *IL27* was upregulated only in PIE cells receiving the CRL1505 strain plus poly(I:C). In addition, the expression levels of *IL15* and *RAE1* were reduced by lactobacilli treatments.

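IL15 differed from poly(I:C) alone by a log2 of 0.60 with CRL1505, above the yardstick, and 0.09 with CRL1506, within it. All 4 probes of IL15 were higher on both lactobacilli arrays, by 0.06 to 0.60 with CRL1505 and by 0.09 to 0.28 with CRL1506. The probe that Table S1 calls RAE1 differed by -1.33 with CRL1505, below the yardstick, and by 0.68 with CRL1506, within it. The array design names this probe KLRF1, so its values may not speak for RAE1.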

We also observed an increased expression of *PLA2G4A, PTGES*, and *PTGS2* genes in lactobacilli-treated PIE cells after the challenge with poly(I:C) when compared to the control cells, whereas *PTGER4* and *PTGER2* were diminished in lactobacillus-treated cells (Table S1 in Supplementary Material). 

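PTGS2, on chromosome 9 from 127850164 to 127858866, was higher than with poly(I:C) alone by a log2 of 1.70 with CRL1505 and 1.30 with CRL1506, both above the yardstick. A second probe of PTGS2 gave 1.86 and 1.33. PLA2G4A (0.41) and PTGES (0.61) lay above the yardstick with CRL1506, and within it with CRL1505 (0.54 and 0.26). PTGER4 was well above background with poly(I:C) alone only, and was at least 2.02-fold lower with CRL1505 and 1.78-fold with CRL1506. The Table S1 probe of PTGER2 was not well above background on any array. Another probe was well above it with poly(I:C) only, lower by a log2 bound of -2.47 with CRL1505 and -2.30 with CRL1506.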

*L. rhamnosus* CRL1505 plus poly(I:C) also increased the expression levels of *PTGIR*.

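PTGIR was higher than with poly(I:C) alone by a log2 of 0.74 with CRL1505, above the yardstick, and by 0.27 with CRL1506, within it.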

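The receptor TLR6, the adaptor MYD88, the coactivator NCOA1 and the transcription factor NFKB1 were well above background on all 3 challenged arrays. Against poly(I:C) alone, NCOA1 was higher by a log2 of 0.90 with CRL1505 and 0.44 with CRL1506. For TLR6 the differences were 0.88 and 0.51, for MYD88 0.36 and 0.23, and for NFKB1 0.34 and 0.18. NCOA1 and TLR6 lay above the yardstick with CRL1505, and the other values within it.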

Expression of *TLR6, MYD88, NCOA1*, and *NFKB1* was significantly higher in lactobacilli-treated PIE cells after the challenge with poly(I:C) when compared to controls. In addition, the transcripts of other immune and immune-related genes including *GZMH, TFF1, LYZ, C1R, CFB, PLG, CFD, SAA2*, and *NOS2* were higher in lactobacilli-treated PIE cells than controls (Table S1 in Supplementary Material). 

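C1R, SAA2 and NOS2 lay above the yardstick on both lactobacilli arrays. With CRL1505 they were higher by a log2 of 0.85, 0.93 and 1.05, and with CRL1506 by 0.42, 0.66 and 0.89. The probes of NOS2 disagree after poly(I:C) alone, with log2 ratios against unchallenged cells from -0.77 to 0.88. CFD was higher by 0.42 with CRL1505, within the yardstick, and by 0.35 with CRL1506, above it. CFB and PLG were well above background with poly(I:C) alone and with neither strain. CFB was at least 3.82-fold lower with CRL1505 and 3.38-fold with CRL1506, and PLG 3.14-fold and 2.77-fold. TFF1 was at least 1.45-fold higher with CRL1505 and not well above background with CRL1506 or poly(I:C) alone. LYZ was well above background with CRL1506 only, where it was at least 1.68-fold higher. The Table S1 probe of GZMH was well above background in unchallenged cells only. Its second probe was measured on all arrays and was higher than with poly(I:C) alone by 0.28 with CRL1505 and 0.02 with CRL1506.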

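With CRL1505, the complement genes C1S and C3 and the plasminogen activator PLAU lay above the yardstick, with log2 differences of 0.96, 0.87 and 0.73 from poly(I:C) alone. The 5 probes of C3 ranged from 0.05 to 0.87. With CRL1506, C1S (0.57) and PLAU (0.37) lay above the yardstick and C3 (0.19) within it.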

Stimulation of PIE cells with *L. rhamnosus* CRL1505 plus poly(I:C) significantly increased the expression levels of *C1S, C3*, and *PLAU* when compared with PIE cells stimulated only with poly(I:C).

### qPCR Analysis of Selected Genes in PIE Cells after Stimulation with Immunobiotics and Poly(I:C) Challenge

To confirm the changes induced by *L. rhamnosus* CRL1505 and *L. plantarum* CRL1506 in the immunotranscriptome response of poly(I:C)-challenged PIE cells, qPCR was performed on selected genes. Genes with or without significant differences between lactobacilli-treated and non-treated PIE cells were chosen. The transcriptional changes evaluated by qPCR indicated a similar overall trend in the transcription.

Both *L. rhamnosus* CRL1505 and *L. plantarum* CRL1506 induced a significantly higher expression of *IFN-*α and *IFN-*β when compared with control poly(I:C)-challenged PIE cells (Figure 5). In addition, *IRF3* and the IFN-induced antiviral factors *RNASEL, MX2, OAS1*, and *OASL* were significantly higher in lactobacilli-treated PIE cells than in controls. Furthermore, *MX2* expression was higher in PIE cells treated with CRL1505 strain than those treated with CRL1506. Expression of *MX1* and *OAS2* in lactobacilli-treated PIE cells was not different from the control PIE cells after the challenge with poly(I:C) (Figure 5).

**Figure 5:**
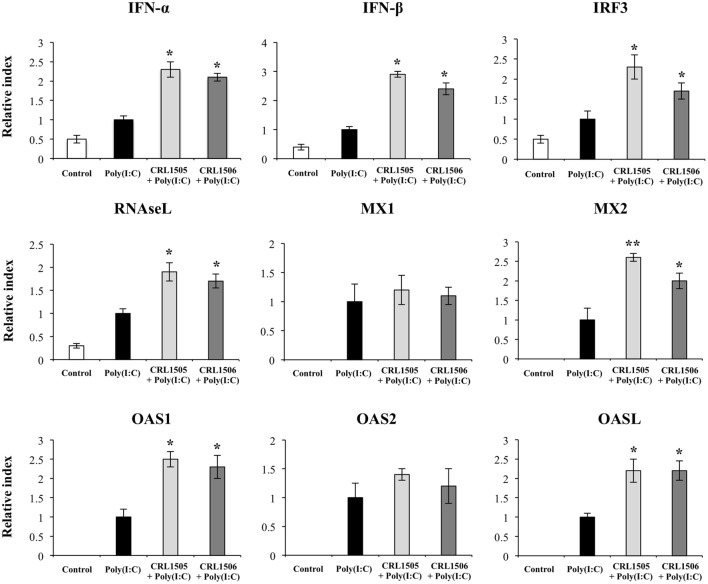
**Expression of type I interferons (*IFN-*β and *IFN-*α), IFN regulatory factor 3, and IFN-induced antiviral genes in porcine intestinal epithelial (PIE) cells treated with immunobiotic *Lactobacillus rhamnosus* CRL1505 or *Lactobacillus plantarum* CRL1506 and challenged with the viral molecular associated pattern poly(I:C), analyzed by quantitative PCR**. Non-lactobacilli-treated PIE cells with or without poly(I:C) challenge were used as controls. The results represent data from three independent experiments. Asterisks indicate significant differences when compared to poly(I:C)-challenged control PIE cells (*P < 0.05, **P < 0.01).

Expression of *CCL8* and *CXCL14* in lactobacilli-treated PIE cells was not different from the control PIE cells after the challenge with poly(I:C) (Figure 6). In contrast, the levels of *CCL23, CXCL8*, and *SELL* were significantly higher in lactobacilli-treated PIE cells when compared to the controls (Figure 6). In addition, both lactobacilli significantly increased the expression of *CCL4, CCL5, CCL20*, and *CXCL10*; however, values in *L. rhamnosus* CRL1505-treated PIE cells were higher than in cells treated with *L. plantarum* CRL1506. Only *L. rhamnosus* CRL1505 was able to increase the expression of *CXCL2, CXCL5, CXCL11, EPCAM, ICAM-1*, and *SELE* when compared to control PIE cells (Figure 6).

**Figure 6:**
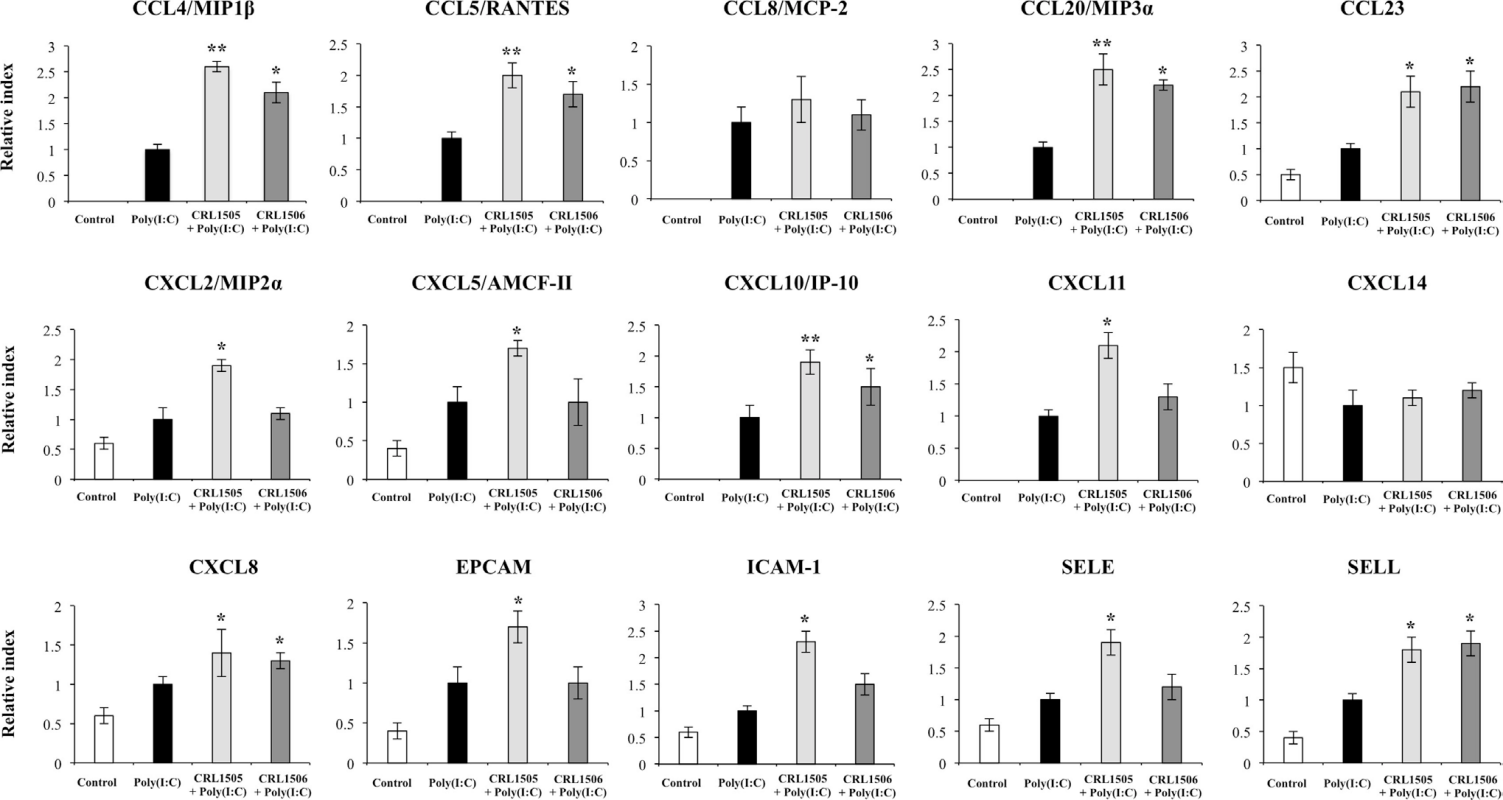
**Expression of chemokines and adhesion molecules genes in porcine intestinal epithelial (PIE) cells treated with immunobiotic *Lactobacillus rhamnosus* CRL1505 or *Lactobacillus plantarum* CRL1506 and challenged with the viral molecular associated pattern poly(I:C), analyzed by quantitative PCR**. Non-lactobacilli-treated PIE cells with or without poly(I:C) challenge were used as controls. The results represent data from three independent experiments. Asterisks indicate significant differences when compared to poly(I:C)-challenged control PIE cells (*P < 0.05, **P < 0.01).

In agreement with the results from our microarray analysis, both lactobacilli strains were able to increase the expression of *IL-1*β, *IL-6*, and *AREG* and reduce the expression of *IL-15* and *PTGER4*, with no significant differences between them (Figure 7). Moreover, no differences in *TGF-*β or *PTGIS* were found between lactobacilli-treated and control PIE cells. Both lactobacilli significantly increased the expression of *PLA2G4A, PTGES*, and *PTGS2*; however, values in *L. rhamnosus* CRL1505-treated PIE cells were higher than in cells treated with *L. plantarum* CRL1506. In addition, only *L. rhamnosus* CRL1505 was able to significantly increase the expression of *IL-9* and *PTGIR* when compared to control PIE cells (Figure 7).

**Figure 7:**
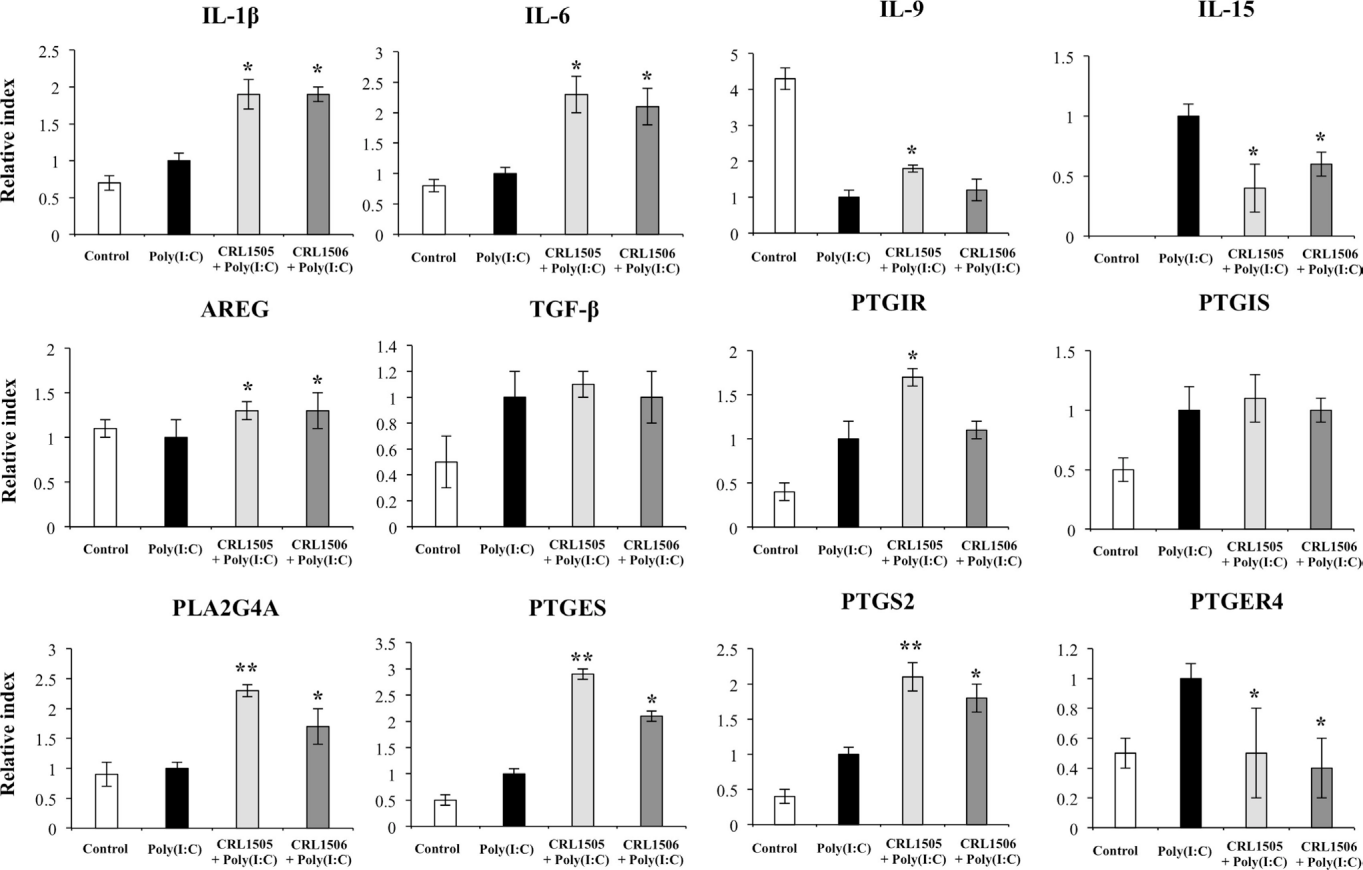
**Expression of cytokines and genes involved in prostaglandins biosynthesis in porcine intestinal epithelial (PIE) cells treated with immunobiotic *Lactobacillus rhamnosus* CRL1505 or *Lactobacillus plantarum* CRL1506 and challenged with the viral molecular associated pattern poly(I:C), analyzed by quantitative PCR**. Non-lactobacilli-treated PIE cells with or without poly(I:C) challenge were used as controls. The results represent data from three independent experiments. Asterisks indicate significant differences when compared to poly(I:C)-challenged control PIE cells (*P < 0.05, **P < 0.01).

Expression of *TLR2* and *PGLYRP2* in CRL1505- or CRL1506-tretaed PIE cells was not different from the control PIE cells after the challenge with poly(I:C). In contrast, expression levels of *RIG1, TLR3*, and *TLR6* (Figure 8) were significantly higher in lactobacilli-treated PIE cells when compared to the controls. We also observed that *A20* (*TNFAIP3*) was reduced in lactobacilli-treated PIE cells when compared to the controls (Figure 8). *SAA2, GZMA, LYZ, TFF1*, and *C1R* were significantly upregulated in lactobacilli-treated PIE cells when compared to the controls (Figure S4 in Supplementary Material). Only *L. rhamnosus* CRL1505 was able to significantly increase the expression of *C3* when compared to control PIE cells, whereas both lactobacilli reduced the expression of *CFB* (Figure S4 in Supplementary Material).

**Figure 8:**
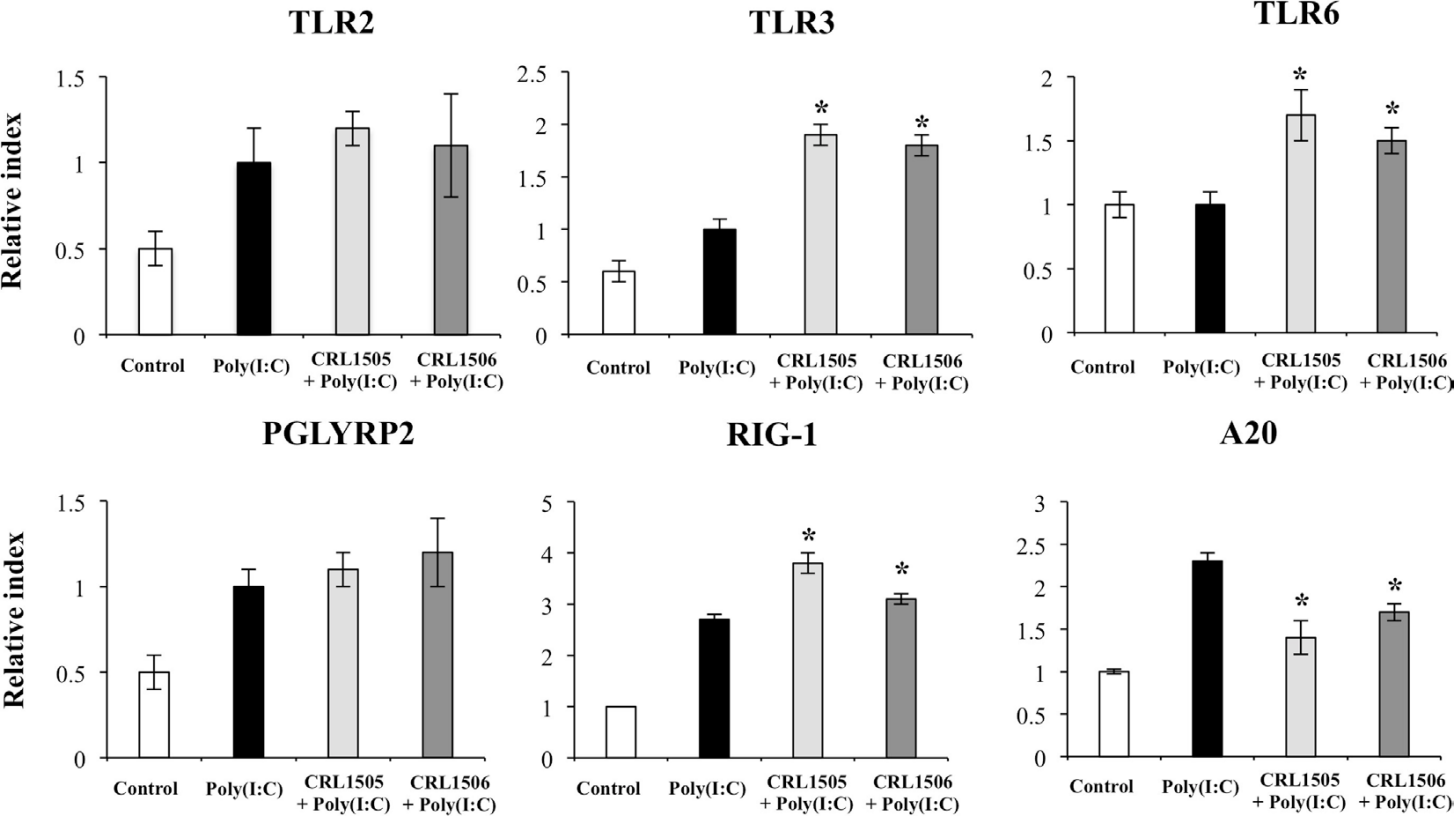
**Expression of pattern recognition receptors and A20 genes in porcine intestinal epithelial (PIE) cells treated with immunobiotic *Lactobacillus rhamnosus* CRL1505 or *Lactobacillus plantarum* CRL1506 and challenged with the viral molecular associated pattern poly(I:C), analyzed by quantitative PCR**. Non-lactobacilli-treated PIE cells with or without poly(I:C) challenge were used as controls. The results represent data from three independent experiments. Asterisks indicate significant differences when compared to poly(I:C)-challenged control PIE cells (*P < 0.05).

## Discussion

It is known that IECs senses viral dsRNA through PRRs including TLR3, RIG-I, and MDA-5. After the recognition of dsRNA by those receptors, cellular signaling cascades are activated to react against viral infection. Antiviral PRRs activation leads to the production of cytokines, chemokines, IFNs, and IFN-regulated gene products that play a key role in establishing an antiviral state for virus clearance and restriction of spread (21).

High-throughput microarray technology has been employed for screening genes involved in the immune responses to enteric virus or poly(I:C) (22, 23). By using a human colon epithelial cell line (HT29 cells), Bagchi et al. (22) evaluated the immunotranscriptomic response of IECs to the challenge with different rotavirus strains. Microarray data revealed a set of commonly differentially regulated genes for the three rotaviruses used in that work. Of interest, several IFN inducible genes (*OAS1, MX1, IL18, IITP3, TAP1*, and *RSAD2*) as well as several cytokines and chemokines (*CCL5, CXCL10, CXCL11, IL8*, and *CCL15*) were upregulated by rotavirus infection. Later, it was observed that the stimulation of HT29 cells with poly(I:C) enhanced the expression of several genes associated with the dsRNA recognition by PRRs including antiviral factors (*IRF1, ISG20, IFIT2, OASL*, and *STAT5*), and proinflammatory cytokines (*CSF1, CSF2, IL29, TNF-*α, *CXCL11*, and *CLCF1*) (23). Those transcriptomic studies indicated that poly(I:C) and rotavirus induce similar innate antiviral immunotranscriptomic responses in IECs.

Previously, the response of PIE cells to poly(I:C) challenge was evaluated, and it was found that MCP-1, IL-8, TNF-α, IL-6, and both IFN-α and IFN-β were upregulated in PIE cells after stimulation (14). The suitability of PIE cells as a model for studying immune signaling pathways after rotavirus infection was also evaluated. Our results showed that PIE cells have functional TLR3, RIG-I, and MDA-5 receptors, which are able to detect rotavirus infection and enhance the expression of IFN-β and the ISGs MxA and RNase L (15), which are important antiviral effectors of IFN pathway. In this study, we corroborated and deepen those findings by using microarray technology and qPCR. We demonstrated that stimulation with poly(I:C) significantly alters gene expression profiles of PIE cells. Of the transcripts differentially modulated by poly(I:C), several were assigned to immune-related functions. Our results showed that the activation of IRF3 and NF-kB pathways in PIE cells by poly(I:C) increased the expression of IFN-α and IFN-β, several ISGs (*OAS1, OASL, IFIT1, IFIT3, IFIT2, MX1, MX2, OAS2, IFIT5, RNASEL*, and *RNASE4*), cytokines (*IL-1*β, *IL-5*, and *IL-15*), and chemokines (*CCL4, CCL20, CXCL2, CXCL5, CCL8, CXCL10, CCL11, CCL5*, and *CCL23*). Moreover, some adhesion molecules were also significantly upregulated in PIE cells after poly(I:C) stimulation including *SELE, SELL, ICAM-1*, and *EPCAM*. In addition, we also observed a significant upregulation of the dsRNA detection sensors *TLR3, RIG1*, and *MDA5*. This is in agreement with studies in HT29 cells showing that RIG1 was upregulated by rotavirus infection (22).

These results are in line with the transcriptomics studies mentioned before and indicate that PIE cells are able to mount a complex innate antiviral immune response involving changes needed to induce a mucosal antiviral state and promote the recruitment of inflammatory cells to the intestinal tissue, which are intended to eliminate the viral pathogen (Figure 9A). These features also exhibit that PIE cells are an excellent laboratory tool to study treatments able to favorably modulate the innate antiviral response.

**Figure 9:**
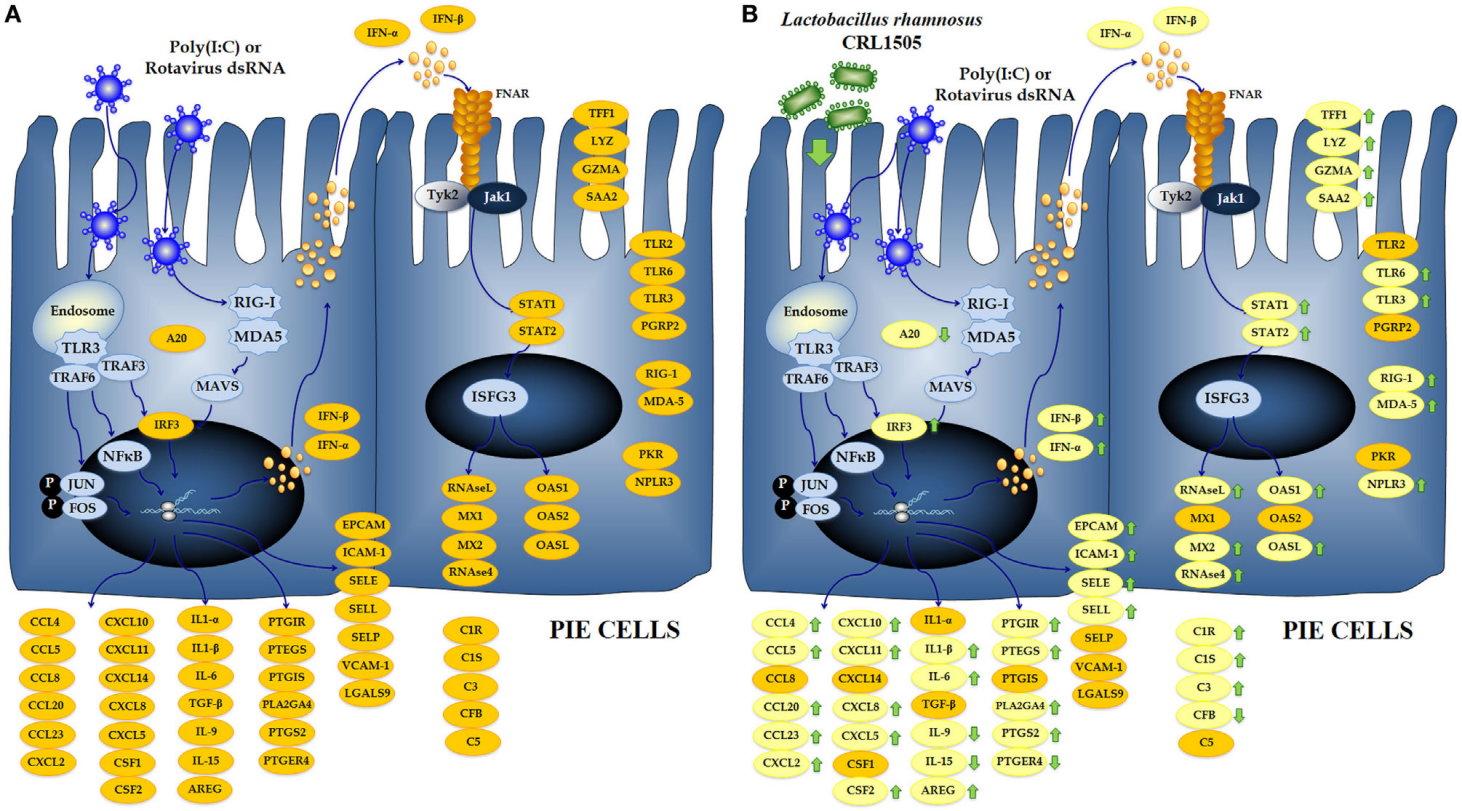
**Global overview of the signaling pathways and immune genes differentially regulated in porcine intestinal epithelial (PIE) cells after the challenge with the viral molecular associated pattern poly(I:C) (A)**. Global overview of the signaling pathways and immune genes differentially regulated in PIE cells treated with *Lactobacillus rhamnosus* CRL1505 and challenged with poly(I:C) **(B)**.

Several studies have shown that immunobiotics are able to beneficially modulate PRRs-mediated inflammatory response in the gut by regulating the functions of IECs (24). In this regard, our previous studies demonstrated that the immunobiotic strains *L. rhamnosus* CRL1505 and *L. plantarum* CRL1506 differentially regulated the expression of IFN-α, IFN-β, MCP-1, IL-8, and IL-6 in PIE cells after TLR3 activation (19). In line with those previous findings, we described here that the treatment of PIE cells with lactobacilli resulted in differential expression of several immune genes in response to the poly(I:C) challenge (Figure 9B), which include not only antiviral factors and cytokines as previously demonstrated but also adhesion molecules, complement factors, enzymes involved in prostaglandin biosynthesis, and PRRs. Most notable changes were found in *IFN-*α, *IFN-*β, *NPLR3, OAS1, OASL, MX2, RNASEL*, and *RNASE4* that were significantly increased in lactobacilli-treated PIE cells when compared to the controls. It is known that RNAse L, OAS, MX, and NPLR3 are important factors for the protection of the intestinal mucosa against rotavirus infection (25–27). This finding is of interest because it confirms our previous *in vitro* (19) and *in vivo* (11) studies demonstrating the antiviral capacity of *L. rhamnosus* CRL1505 and *L. plantarum* CRL1506.

In addition, it was observed that *L. rhamnosus* CRL1505 and *L. plantarum* CRL1506 differentially regulated the expression of cytokines, chemokines, and adhesion molecules (Figure 9B). Expression levels of *IL-1*β, *IL-6, SELL, CCL4, CCL5, CCL20, CCL23, CXCL8*, and *CXCL10* were higher in lactobacilli-treated PIE cells than controls. In addition, *ICAM1, EPCAM, CXCL2, CXCL5*, and *CXCL11* were increased in CRL1505-tretated PIE cells. This pattern of cytokines/chemokines and adhesion molecules gene expression induced by lactobacilli would allow us to predict an improved recruitment and activation of immune cells to the gut mucosa, which could beneficially influence the elimination of the virus. It is also necessary to consider that in several viral infections, the excessive recruitment of inflammatory cells and/or their deregulated activation may contribute to the damage of the infected tissue rather than the resolution of the infection. It was reported that poly(I:C), when administered intraperitoneally to mice, mimics the local intestinal immune response elicited by an enteric viral infection (28, 29). Both purified dsRNA from rotavirus and poly(I:C) are able to induce severe mucosal damage in the gut *via* TLR3 activation including villous atrophy, mucosal erosion, and gut wall attenuation (28). It was demonstrated that TLR3 activation in IECs by poly(I:C) or rotavirus genomic dsRNA induce the expression of IL-15 and retinoic acid early inducible-1 (RAE1), which mediate epithelial destruction and mucosal injury by interacting with the NKG2D receptor expressed on CD3^+^NK1.1^+^CD8αα^+^ intraepithelial lymphocytes (IELs) (30). Here, we found a significant reduction in the expression of *IL-15* and *RAE1* in PIE cells treated with lactobacilli. This is in line with our previous work that showed that mice pretreated with immunobiotic lactobacilli responded with reduced levels of TNF-α, IL-15, RAE1, and CD3^+^NK1.1^+^CD8αα^+^ IELs after TLR3 activation with poly(I:C) (11). Those changes significantly diminished the inflammatory damage of the intestinal mucosa.

Our transcriptomic study indicates that other regulatory mechanisms would be improved by lactobacilli to limit the inflammatory damage during intestinal viral infection. A significant upregulation of *AREG* and *TFF1* expression was observed in lactobacilli-treated PIE cells when compared to controls. Recently, it was demonstrated that the mucosal surfaces of lung and intestine are protected from detrimental inflammation by group 2 innate lymphoid cells (ILC2s). Monticelli et al. (31) showed that following activation with IL-33, ILC2s in the gut increased the expression of *AREG*, limited intestinal inflammation, and decreased disease severity in mice treated with dextran sodium sulfate. Moreover, it was reported that the number of ILC2s increased in the respiratory tract after infection influenza virus and that depletion of those cells induced impaired airway remodeling and altered lung epithelial integrity, diminishing lung function. Notably, these defects were restored by administration of AREG (32). On the other hand, TFF1 is a stable secretory protein expressed in gastrointestinal mucosa that stabilize the mucus layer and affect healing of the epithelium. By using TFF1-knockout mice, it was showed that this factor plays a critical role in maintaining mucosal integrity and regulating the pro-inflammatory response to gastrointestinal pathogens (33). Moreover, a recombinant *Lactococcus lactis* strain, genetically modified to secrete human TFF1, was able to reduce the severity of mucosal damage in an animal model of oral mucositis (34).

We also observed that poly(I:C) stimulation induced transcriptomic changes in several genes involved in the biosynthesis of prostaglandins and that lactobacilli treatments increased the expression of several of those genes including *PLA2G4A, PTGES*, and *PTGS2*. Upregulation of *PLA2G4A* and *PTGES* indicates that PIE cells treated with lactobacilli would increase their production of prostaglandin E2 (PGE2). It has been reported that PGE2 regulates immune function in several ways that are able to affect viral pathogenesis. Production of pro-inflammatory cytokines and chemokines by immune cells are inhibited in presence of PGE2, whereas IL-10 is enhanced (35, 36) indicating that PGE2 could have a role in the protective activity of *L. rhamnosus* CRL1505 and *L. plantarum* CRL1506 against inflammatory damage. It was also reported that PGE2 inhibits type I IFN production in epithelial and immune cells, thereby causing an increase in virus replication (37). Interestingly, the expression of PGE2 receptors (*PTGER4* and *PTGER2*) was downregulated in PIE cells treated with the immunobiotic strains indicating that cells were protected from this effect of PGE2.

Whether the capacity of *L. rhamnosus* CRL1505 and *L. plantarum* CRL1506 to differentially modulate AREG, TFF1, and prostaglandins production is involved in their beneficial effects on intestinal or respiratory viral infections *in vivo* is an open question, which we propose to address in the near future.

The zinc-finger protein A20 is capable to terminate TLR signaling, which results in inhibition of NF-κB activation and reduction of inflammatory-induced cytotoxicity (38). Saitoh et al. (39) reported that IRF3 activation is suppressed by A20. The A20 protein is able to induce the suppression of the IFN-mediated immune response and IFN-promoter-dependent transcription following engagement of TLR3 by dsRNA. A20 knock down results in enhanced IRF3-dependent transcription triggered by the stimulation of TLR3 or virus infection. Furthermore, it was reported that A20 was upregulated by different rotavirus strains in HT29 cells. Interestingly, the same work demonstrated that the knock down of A20 in IECs by siRNA significantly reduced virus titers indicating that A20 is required for rotavirus infection (39). We have reported previously that two immunobiotic bacteria with antiviral capabilities, *Bifidobacterium infantis* MCC12 and *Bifidobacterium breve* MCC1274, significantly reduced the expression of A20 in rotavirus-infected PIE cells (15), which was in line with the capacity of both strains to improve IRF3 activation and IFN-β production. In line with our findings, MacPherson et al. (23) showed that the stimulation of HT29 cells with poly(I:C) alone increased the expression of A20, but the co-stimulation with poly(I:C) and probiotics significantly reduced A20 expression levels. 

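TNFAIP3, on chromosome 1 from 26474158 to 26489771, had a log2 ratio of 3.65 after poly(I:C) alone in the microarray data. It differed from that by 0.19 with CRL1505 and by -0.17 with CRL1506, both within the yardstick.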

Although our microarray analysis did not show differences between lactobacilli-treated and control PIE cells when the *A20* (*TNFAIP3*) transcript was evaluated, qPCR analysis showed a significant reduction of A20 expression in immunobiotic-treated cells. Therefore, the reduction of A20 in IECs could be a key effect for the antiviral capabilities of immunobiotics.

*Lactobacillus rhamnosus* CRL1505 and *L. plantarum* CRL1506 showed quantitative and qualitative differences in their capacities to modulate the innate antiviral immune response in PIE cells. 

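The CRL1505 array was also set directly against the CRL1506 array, a comparison chosen after the other values were seen. IFIT2 was higher with CRL1505 by a log2 of 0.60 and MX2 by 0.32, both above the yardstick for this pair of arrays. Over the 127 Table S1 genes that could be compared, the median difference was 0.25. Above the yardstick were 46 genes and below it 5, and 40 of these 51, MX2 among them, lay past its edge by less than their standard error. That error is wide beside the observed spread of bright probes. For RSAD2 and OASL the yardstick ran from -0.15 to 0.24, with a standard error of 0.20.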

Higher expression levels of the antiviral factors *MX2* and *IFIT2* were found in CRL1505-treated PIE cells when compared to CRL1506-treated cells. Moreover, some antiviral factors were upregulated only with *L. rhamnosus* CRL1505 treatment including *IFIT1, IFIT3, RIG-1, MDA5, NLRP3*, and *MSX1*. 

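Between the strains, IFIH1 was higher with CRL1505 by a log2 of 0.44, IFIT1 by 0.36, MSX1 by 0.32 and IFIT3 by 0.30, all above the yardstick by less than their standard error of 0.20. NLRP3 (0.37) and DDX58 (0.22) lay within it. Against poly(I:C) alone, MSX1 was higher by 0.58 with CRL1505, above the yardstick, and by 0.26 with CRL1506, within it. IFIT3 lay above the yardstick with both strains, at 0.62 and 0.32.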

As mentioned before, *RIG-1, MDA5*, and *NLRP3* are important factors in the protection against gastrointestinal virus such as rotavirus. In addition, *MSX1* (also known as *HOX7*) was recently identified as an important modulator of RIG-1-mediated signaling pathway with the ability to induce the activation of the TBK1 kinase and IRF3, increasing the expression of antiviral genes and improving innate antiviral responses (40). Furthermore, *L. rhamnosus* CRL1505 differentially regulated the expression of proinflamamtory and anti-inflammatory factors in poly(I:C)-challenged PIE cells. 

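CCL20 was higher with CRL1505 than with CRL1506 by a log2 of 0.76, CCL4 by 0.54, CCL5 by 0.49 and CXCL10 by 0.42. CXCL2 was higher by 0.68, CXCL5 by 0.66 and CXCL11 by 0.45. All 7 lay above the yardstick for the pair of arrays. CCL4, CXCL10 and CXCL11 did so by less than their standard error of 0.20, and CXCL5 by less than its own of 0.33.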

Higher expression of *CCL4, CCL5, CCL20*, and *CXCL10* were found in CRL1505-treated PIE cells when compared to CRL1506-treated cells, whereas *CXCL2, CXCL5*, and *CXCL11* were upregulated only with *L. rhamnosus* CRL1505 treatment, indicating a higher capacity of this strain to induce recruitment of immune cells. It also seems that the CRL1505 strain would have a higher ability to improve the regulation of the inflammatory response. 

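Between the strains, PLA2G4A differed by a log2 of 0.13, within the yardstick. PTGES was lower with CRL1505 than with CRL1506, with a log2 difference of -0.35, below the yardstick by less than its standard error of 0.21.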

We observed higher expression of *PLA2G4A* and *PTGES* that would enhance the production of the anti-inflammatory PGE2. 

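IL27 was well above background on the CRL1505 array alone, at a log2 signal of -4.21 relative to the 75th percentile of that array. The lowest signal well above background on the same array has a log2 of -4.82.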

Of interest, microarray analysis showed an increase in the expression of IL-27 in *L. rhamnosus* CRL1505 treatment, an effect that was not observed in the other experimental groups. IL-27 is a member of IL-12 family of cytokines that is produced mainly by myeloid cell populations, including macrophages, inflammatory monocytes, and dendritic cells, but its production has been reported in endothelial cells and epithelial cells as well (41). This cytokine has important roles in the early regulation of Th1 differentiation and the suppression of cellular activation and production of proinflammatory cytokines (42). It was demonstrated that IL-27 induces IL-10 production from both mouse and human CD4^+^ and CD8^+^ T cells and NK cells (43). Moreover, some recent studies reported a role for this cytokine in restricting virus replication (42). These effects would explain the higher capacity of the CRL1505 strain when compared to CRL1506 to protect against viral infection and inflammatory damage (5, 11, 19).

In conclusion, the genome-wide transcriptional profiling performed in this work allowed us to obtain a global overview of the expression patterns of immune and immune-related genes involved in the response of PIE cells to poly(I:C) stimulation. This study also confirmed that *L. rhamnosus* CRL1505 and *L. plantarum* CRL1506 differently modulate gene expression in poly(I:C)-challenged PIE cells inducing changes that could help to explain the antiviral activities observed in animal models and clinical trials. These results provided clues for the better understanding the mechanism underlying host–immunobiotic interaction.

The main outcome from the study is that our transcriptomic analysis successfully identified a group of genes (*IFN-*β, *RIG1, RNASEL, MX2, A20, IL27, CXCL5, CCL4, PTGES*, and *PTGER4*), which can be used as prospective biomarkers for the screening of new antiviral immunobiotics in PIE cells. Classically, the selection of potential immunobiotic strains is performed by studying few biomarkers *in vitro*, and in many cases, the selected strains do not exhibit the same immunomodulatory activity when they are evaluated later in *in vivo* models. Our preliminary studies indicate that the set of biomarkers found in this work allows an efficient *in vitro* selection of new strains with antiviral activity in PIE cells, which present antiviral activity when they are evaluated later in animal models. This efficient selection of immunobiotics could improve the development of novel functional food and feeds, which may help to prevent viral infections.

## Author Contributions

HA, SA, JV, and HaK designed the study and manuscript writing. LA, HisK, HI, and NS did the laboratory work in the expression and statistical analysis. LA and JV participated in the data analysis of microarray. SS, TN, JV, and HaK contributed to data analysis and interpretation. All the authors read and approved the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Transcriptomic Analysis of the Innate Antiviral Immune Response in Porcine Intestinal Epithelial Cells: Influence of Immunobiotic Lactobacilli
**Source:** Front Immunol. 2017 Feb 2;8:57. doi: 10.3389/fimmu.2017.00057
**Supplement:** Supplementary file 1

**Supplemental Table 1:** Transcripts modulated by Poly(I:C) challenge in porcine intestinal epithelial (PIE) cells. Microarray data expressed as a log_2_ fold-change of Poly(I:C) stimulated-PIE cells versus unchallenged control PIE cells at hour 12. Immune gene function data are from GeneCard. N.M.: not modified. Significantly different with respect to poly(I:C) control * p<0.05, **p<0.01.

**Interferons, interferon-induced proteins and antiviral factors**

| **Probe Name** | **Gene Symbol** | **Poly(I:C)** | **CRL1505 + Poly(I:C)** | **CRL1506 + Poly(I:C)** | **Gene Name** |
| --- | --- | --- | --- | --- | --- |
| A_72_P303019 | RSAD2 | 13.437 | 13.862 | 13.613 | radical S-adenosyl methionine domain-containing protein 2 |
| A_72_P223657 | OAS1 | 11.249 | 12.795* | 12.495* | 2'-5'-oligoadenylate synthetase 1 |
| A_72_P177731 | OASL | 10.790 | 11.447* | 11.142* | 2'-5'-oligoadenylate synthetase-like |
| A_72_P489826 | IFIT1 | 9.906 | 10.462* | 10.104 | interferon-induced protein with tetratricopeptide repeats 1 |
| A_72_P489821 | IFIT3 | 9.106 | 9.724* | 9.427 | interferon-induced protein with tetratricopeptide repeats 3 |
| A_72_P223287 | DDX58 | 8.936 | 9.488* | 9.273 | dead box polypeptide 58, also known as RIG-I |
| A_72_P002311 | IFIT2 | 8.304 | 9.284** | 8.689* | interferon-induced protein with tetratricopeptide repeats 2 |
| A_72_P010326 | MX1 | 7.978 | 8.043 | 8.011 | myxovirus resistance 1, interferon-inducible protein p78 |
| A_72_P191026 | HERC5 | 6.621 | 6.811 | 6.713 | HECT and RLD domain containing E3 ubiquitin protein ligase 5 |
| A_72_P444275 | OAS2 | 6.398 | 6.706 | 6.513 | 2'-5'-oligoadenylate synthetase 2 |
| A_72_P177406 | MX2 | 6.305 | 6.956* | 6.638* | myxovirus resistance 2 |
| A_72_P172311 | IFITM1 | 5.763 | 6.329* | 6.005 | interferon induced transmembrane protein 1 |
| A_72_P213717 | DHX58 | 5.659 | 6.147* | 5.941 | dexh box polypeptide 58 |
| A_72_P066761 | IFIH1 | 5.401 | 6.080* | 5.638 | interferon induced with helicase C domain 1 |
| A_72_P441219 | ISG15 | 4.949 | 5.036 | 4.997 | ISG15 ubiquitin-like modifier |
| A_72_P207667 | IFI44 | 4.664 | 4.808 | 4.810 | interferon-induced protein 44 |
| A_72_P077861 | IRF7 | 4.637 | 5.093* | 4.840 | interferon regulatory factor 7 |
| A_72_P703420 | STAT1 | 4.388 | 4.956* | 4.698 | signal transducer and activator of transcription 1 |
| A_72_P223342 | IFNB1 | 4.326 | 5.667** | 4.732* | interferon beta 1 |
| A_72_P002976 | NLRP3 | 3.984 | 4.455* | 4.091 | NLR family pyrin domain containing 3 |
| A_72_P536281 | IRF1 | 3.972 | 4.595* | 4.172 | interferon regulatory factor 1 |
| A_72_P081716 | IFI35 | 3.616 | 3.991 | 3.810 | interferon-induced protein 35 |
| A_72_P077906 | IFNA1 | 3.562 | 4.876** | 4.234* | interferon alpha 1 |
| A_72_P441748 | PKR | 3.257 | 3.492 | 3.377 | double stranded RNA-dependent protein kinase |
| A_72_P667411 | IFI30 | 3.136 | 3.515* | 3.319 | interferon gamma-inducible protein 30 |
| A_72_P489831 | IFIT5 | 3.000 | 3.381 | 3.174 | interferon-induced protein with tetratricopeptide repeats 5 |
| A_72_P097261 | MB21D1 | 2.810 | 3.385* | 3.036 | Mab-21 domain containing 1 |
| A_72_P223322 | IRF9 | 2.547 | 2.614 | 2.527 | interferon regulatory factor 9 |
| A_72_P775183 | TRIM21 | 2.440 | 3.052* | 2.644 | tripartite motif containing 21 |
| A_72_P088106 | STAT2 | 2.243 | 2.873* | 2.538 | signal transducer and activator of transcription 2 |
| A_72_P211817 | RNASEL | 2.219 | 2.963* | 2.704* | ribonuclease L (2',5'-oligoisoadenylate synthetase-dependent) |
| A_72_P302994 | RNASE4 | 1.986 | 2.661* | 2.244* | ribonuclease RNase A family 4 |
| A_72_P062151 | MSX1 | 1.516 | 2.102* | 1.782 | msh homeobox 1 |
| A_72_P443262 | IRF2 | 1.030 | 1.581* | 1.235 | interferon regulatory factor 2 |
| A_72_P232807 | STAT3 | -1.120 | N.M. | N.M. | signal transducer and activator of transcription |
| A_72_P242752 | RNASE6 | -2.074 | -1.587 | N.M. | ribonuclease RNase A family k6 |
| A_72_P284859 | ATF4 | N.M. | 1.323* | 1.164* | activating transcription factor 4 |
| A_72_P165194 | IRF3 | N.M. | 1.088* | 1.025* | interferon regulatory factor 3 |
| A_72_P036011 | STAT5A | N.M. | 1.956* | 1.049* | signal transducer and activator of transcription 5A |
|  |  |  |  |  |  |

**Cytokine and chemokine signaling pathways**

**Adhesion Molecules**

| **Probe Name** | **Gene Symbol** | **Poly(I:C)** | **CRL1505 + Poly(I:C)** | **CRL1506 + Poly(I:C)** | **Gene Name** |
| --- | --- | --- | --- | --- | --- |
| A_72_P440571 | LGALS9 | 7.131 | 7.360 | 7.234 | lectin, galactoside-binding, soluble, 9 |
| A_72_P035596 | SELE | 5.358 | 6.062* | 5.476 | selectin E |
| A_72_P052836 | CDHR4 | 4.055 | 5.043* | 4.455 | cadherin-related family member 4 |
| A_72_P088576 | VCAM1 | 4.007 | 4.326 | 4.097 | vascular cell adhesion molecule 1 |
| A_72_P372738 | SELL | 2.638 | 3.359** | 3.093* | selectin L |
| A_72_P223937 | ICAM-1 | 2.121 | 2.826* | 2.477 | intercellular adhesion molecule-1 |
| A_72_P088181 | VTN | 2.107 | -1.950* | N.M.* | vitronectin |
| A_72_P075056 | RAE1 | 2.952 | 1.633* | 1.784* | retinoic acid early inducible-1 |
| A_72_P729903 | EPCAM | 1.882 | 3.651* | 1.981 | epithelial cell adhesion molecule |
| A_72_P232527 | SELP | 1.841 | 2.037 | 1.868 | selectin P |
| A_72_P146616 | ITGB2 | 1.076 | 1.549 | 1.426 | integrin beta 2 |
| A_72_P028406 | ITGA5 | -1.015 | -1.139 | -1.216 | integrin alpha 5 |
| A_72_P479115 | FLRT2 | -1.054 | -1.385 | -1.280 | fibronectin leucine rich transmembrane protein 2 |
| A_72_P366488 | ITGA1 | -1.260 | N.M.* | -1.033 | integrin alpha 1 |
| A_72_P496491 | THBS1 | -1.373 | -1.220 | -1.350 | thrombospondin 1 |
| A_72_P527727 | ITGB5 | -2.284 | -2.365 | -2.077 | integrin beta 5 |
| A_72_P308833 | CADM4 | N.M. | N.M. | -1.013* | cell adhesion molecule 4 |
| A_72_P493499 | CDH19 | N.M. | N.M. | 2.830* | cadherin 19 type 2 |
| A_72_P478143 | CDH24 | N.M. | N.M. | 1.231* | cadherin 24 type 2 |
| A_72_P176186 | IBSP | N.M. | 4.328* | N.M. | integrin-binding sialoprotein |
|  |  |  |  |  |  |

**Prostaglandins**

| **Probe Name** | **Gene Symbol** | **Poly(I:C)** | **CRL1505 + Poly(I:C)** | **CRL1506 + Poly(I:C)** | **Gene Name** |
| --- | --- | --- | --- | --- | --- |
| A_72_P302784 | PTGS2 | 5.083 | 6.787** | 6.389* | prostaglandin-endoperoxide synthase 2 (prostaglandin G/H synthase) |
| A_72_P230127 | PTGIR | 3.632 | 4.373* | 3.900 | prostaglandin I2 (prostacyclin) receptor (IP) |
| A_72_P082476 | PTGIS | 1.665 | 1.771 | 1.543 | prostaglandin I2 (prostacyclin) synthase |
| A_72_P101606 | PTGER4 | 1.640 | -1.471* | -1.242* | prostaglandin E receptor 4 (subtype EP4) |
| A_72_P006091 | PLA2G4A | 1.281 | 1.820* | 1.693* | phospholipase A2, group IVA (cytosolic, calcium-dependent) |
| A_72_P153186 | ALOX5AP | -1.115 | -1.243 | -1.084 | arachidonate 5-lipoxygenase-activating protein |
| A_72_P035646 | DPEP1 | N.M. | N.M. | 2.728* | renal dipeptidase 1 |
| A_72_P652275 | PTGER2 | N.M. | -1.184* | N.M. | prostaglandin E receptor 2 subtype EP2 |
| A_72_P177991 | PTGES | N.M. | 1.164* | 1.512* | prostaglandin E synthase |
| A_72_P235687 | PTGFRN | N.M. | -1.999* | -2.570* | prostaglandin F2 receptor negative regulator |
|  |  |  |  |  |  |

**Pattern Recognition Receptors and Signaling**

| **Probe Name** | **Gene Symbol** | **Poly(I:C)** | **CRL1505 + Poly(I:C)** | **CRL1506 + Poly(I:C)** | **Gene Name** |
| --- | --- | --- | --- | --- | --- |
| A_72_P088191 | PGLYRP2 | 8.179 | 7.950 | 7.607 | peptidoglycan recognition protein 2 |
| A_72_P032641 | IRG1 | 5.119 | 6.353* | 5.831* | immunoresponsive 1 homolog |
| A_72_P471206 | TLR3 | 2.843 | 3.400* | 3.139* | toll-like receptor 3 |
| A_72_P342398 | NFKBIA | 2.653 | 3.216* | 2.841 | nuclear factor of kappa inhibitor alpha |
| A_72_P088356 | TLR2 | 1.678 | 1.835 | 1.791 | toll-like receptor 2 |
| A_72_P428259 | TRAF3IP2 | 1.329 | 1.858* | 1.327 | TRAF3 interacting protein 2 |
| A_72_P488289 | TRAFD1 | 1.038 | 1.495* | 1.296 | TRAF-type zinc finger domain containing 1 |
| A_72_P441798 | PPARA | -1.759 | N.M.* | N.M.* | peroxisome proliferator-activated receptor alpha |
| A_72_P077836 | PPARGC | -2.279 | -2.316 | -2.300 | peroxisome proliferator activated receptor gamma, coactivator 1 alpha |
| A_72_P088166 | TLR6 | N.M. | 1.815* | 1.449* | toll-like receptor 6 |
| A_72_P245972 | MYD88 | N.M. | 1.140* | 1.004* | myeloid differentiation primary response gene (88) |
| A_72_P020616 | NCOA1 | N.M. | 1.564* | 1.105* | nuclear receptor coactivator 1 |
| A_72_P146316 | NFKB1 | N.M. | 1.179* | 1.015* | nuclear factor of kappa light polypeptide gene enhancer in B-cells 1 |
| A_72_P036221 | NFIA | N.M. | N.M. | -1.351* | nuclear factor I/A |
| A_72_P516012 | NFIB | N.M. | -1.036* | -1.073* | nuclear factor I/B |
| A_72_P232232 | PIK3R5 | N.M. | 1.055* | N.M. | phosphoinositide-3-kinase, regulatory subunit 5 |
|  |  |  |  |  |  |

**Other immune and immune-related genes**

| **Probe Name** | **Gene Symbol** | **Poly(I:C)** | **CRL1505 + Poly(I:C)** | **CRL1506 + Poly(I:C)** | **Gene Name** |
| --- | --- | --- | --- | --- | --- |
| A_72_P511075 | CHI3L1 | 8.413 | 9.069* | 8.891 | chitinase 3-like 1 |
| A_72_P539698 | DUOX1 | 2.426 | N.M.* | N.M.* | dual oxidase 1 |
| A_72_P478010 | GZMH | 1.014 | 2.895** | 1.651* | granzyme H |
| A_72_P172986 | TFF1 | -1.499 | N.M.* | N.M.* | trefoil factor 1 |
| A_72_P213667 | BPI | -3.563 | -3.598 | -2.519* | bactericidal/permeability-increasing protein |
| A_72_P540518 | BPIFA1 | N.M. | N.M. | 3.159* | BPI fold containing family A, member 1 |
| A_72_P177571 | LYZ | N.M. | 2.533* | 1.937* | Lysozyme |
| A_72_P345253 | C1R | 7.533 | 8.390* | 7.959* | complement component 1, r subcomponent |
| A_72_P088781 | C1S | 5.713 | 6.672* | 6.287 | complement component 1, s subcomponent |
| A_72_P164781 | C5AR1 | 5.290 | 5.777 | 5.938 | complement component 5a receptor 1 |
| A_72_P302604 | CFB | 3.936 | 1.699* | 1.663* | complement factor B |
| A_72_P088401 | PLG | 3.452 | 1.118* | N.M.* | Plasminogen |
| A_72_P742730 | C3 | 2.948 | 3.816* | 3.141 | complement component 3 |
| A_72_P010246 | PLAU | 2.921 | 3.655* | 3.291 | plasminogen activator, urokinase |
| A_72_P232632 | PROC | 1.952 | 1.970 | N.M.* | protein C (inactivator of coagulation factors Va and VIIIa) |
| A_72_P039081 | CFD | 1.648 | 2.066* | 1.998* | complement factor D |
| A_72_P706393 | MASP1 | -1.065 | -1.621* | -1.111 | mannan-binding lectin serine peptidase 1 |
| A_72_P029441 | TFPI | -1.229 | -1.754 | -1.614 | tissue factor pathway inhibitor |
| A_72_P293294 | VWF | -2.382 | -2.871 | -2.758 | von Willebrand factor |
| A_72_P467035 | F9 | -2.536 | -2.606 | -2.377 | coagulation factor IX |
| A_72_P686307 | C5 | N.M. | -1.202* | N.M. | complement component 5 |
| A_72_P766152 | SAA2 | 8.641 | 9.574* | 9.299* | serum amyloid A2 |
| A_72_P669424 | SOD2 | 3.593 | 3.844 | 3.731 | superoxide dismutase 2, mitochondrial |
| A_72_P383948 | NRROS | -1.089 | -1.308 | -1.186 | negative regulator of reactive oxygen species |
| A_72_P441199 | NOS2 | N.M. | 1.934* | 1.773* | nitric oxide synthase 2 inducible |
| A_72_P082446 | SEPN1 | N.M. | -1.075* | -1.021* | selenoprotein N 1 |
|  |  |  |  |  |  |
|  |  |  |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

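Messenger RNA of PIE cells was measured in 4 groups, namely unchallenged cells, cells given poly(I:C), and cells given CRL1505 or CRL1506 for 48 h before poly(I:C). Each group has 1 single-colour array, and all 4 arrays lie on 1 slide. The authors scanned the arrays and used Feature Extraction 10.7.3.1 to make a background-subtracted intensity for each spot, which was deposited without normalization between arrays. The authors also deposited a table of 8313 probes with the log2 ratio of each challenged group to unchallenged cells. By the paper's methods it was made in GeneSpring 13.1 with a normalization that is not stated, and it holds values only past 2-fold. The log2 ratios computed here from the intensities differ from that table by a median of -0.00185, -0.00315 and -0.00403 for poly(I:C), CRL1505 and CRL1506.

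Control spots and spots marked as outliers were left out (17, 18, 23 and 23 on the unchallenged, poly(I:C), CRL1505 and CRL1506 arrays). The processed intensities were put on the log2 scale, the 75th percentile of each array was subtracted, and the spots of a probe were averaged. A probe entered a count if it was well above background on at least 1 of the 2 arrays, and passed at 2-fold. Well above background were 24838, 25624, 25806 and 25257 of 43603 probes. A gene name counted as changed if any of its probes was, and clone and transcript numbers were not taken as gene names. There are 7583 gene names on 15470 probes, of which 6721 are found in the reference tables. Positions are those of the gene in Sscrofa11.1, found by accession for 121 and by gene name for 65 of 198 named genes.

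With 1 array per group there is no error between cultures, so no p-value is given. A log2 difference between lactobacilli-treated and poly(I:C) cells was placed against the middle 95% of the differences of the probes nearest in brightness. The median of a gene list was placed among 10000 random lists of like brightness, if at least 5 genes were measured. Distances between arrays are Euclidean, with average linkage. The sharing of the unchallenged array was simulated 100 times. The genes named in the text are those of Table S1, those the paper names, reference genes, and the 5 largest rises and falls in each of the 5 comparisons among probes with a gene name that were well above background on both arrays. A gene was read at the probe of Table S1, or else at its brightest probe. The values of Table S1 had been seen when this rule was written.

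The 13 gene lists are interferon-stimulated genes outside Table S1, MHC class I antigen processing, NF-κB targets outside Table S1, cell cycle, cholesterol synthesis, integrated stress response, hypoxia and glycolysis, ribosomal proteins, and markers of epithelial, mesenchymal, leukocyte, hepatocyte and mucosal cells. They were written from general knowledge before the data were examined.

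The alternatives were the normexp background correction with an offset of 50, scaling by the array median, quantile normalization, no filter on dim probes, a filter on both arrays, dim signals raised to a floor, saturated probes left out, the brightest probe or the mean over the probes of a gene, a 1.5-fold limit in the other comparisons, the deposited table, a yardstick of fewer probes, and rank correlation as distance. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. The steps were tested on simulated data with known changes. Quantitative PCR, GO terms, Table S2 and the supplementary figures were not analysed here, and the results of some single genes are not reported here.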

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

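The tests of technical explanations in this part were chosen before the result was seen. Gene lists that the paper does not analyse were compared between poly(I:C)-challenged and unchallenged PIE cells, and 5 of them lay outside the middle 95% of random lists of like brightness. Interferon-stimulated genes outside Table S1 had a median log2 ratio of 5.37, against a random range of -0.39 to 0.33. Only 6 of the 30 genes of this list were measured on both arrays, and all 6 were higher. MHC class I antigen processing had a median of 2.56, with 12 of 14 genes higher. Integrated stress response had 0.42, with 10 of 11 genes higher. Cell cycle had -0.85, with 1 of 16 genes higher, and cholesterol synthesis -0.40, with 0 of 13 higher.

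On the lactobacilli arrays the same lists lay on the same side against unchallenged cells. With CRL1505 the medians were 5.80, 2.73, 0.60, -1.10 and -0.59 in the order above, and with CRL1506 5.61, 2.59, 0.57, -0.96 and -0.47.

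An intensity-dependent bias between arrays would change the sign of a shifted list or bring it inside the random range under quantile normalization or the normexp background correction. This happened for 0 of the 5 lists. The random lists are of like brightness under every setting, so such a bias would move them with the list. The test therefore adds little to the main comparison. Under the normexp background correction the medians after poly(I:C) were 5.07, 2.55, 0.33, -0.65 and -0.37. A response of the cells and a deviating unchallenged culture cannot be told apart here, since all 3 comparisons rest on 1 unchallenged array. The challenged arrays lie close to each other, since the interferon-stimulated list differed from poly(I:C) by 0.39 with CRL1505 and 0.16 with CRL1506, so a deviation of this size would have to lie in the unchallenged culture. A response to poly(I:C) is therefore a hypothesis for these lists, which another unchallenged culture could test. For other interferon-stimulated genes the paper has such cultures. Its quantitative PCR, from independent experiments, describes MX1, MX2, OAS1, OAS2 and OASL as raised over unchallenged cells. These genes are in Table S1 and so outside the list.

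The other lists did not leave the random range after poly(I:C). Their medians were 0.17 for NF-κB targets outside Table S1, -0.27 for hepatocyte genes, -0.19 for hypoxia and glycolysis, -0.16 for leukocyte markers, -0.32 for mesenchymal markers and -0.12 for ribosomal proteins. The mesenchymal median lay close to the lower edge of its range, -0.33. For epithelial markers and for mucosal genes 4 genes each were measured, fewer than the 5 required. In unchallenged PIE cells, 5 of 14 epithelial markers on the array, 12 of 14 mesenchymal markers, 6 of 13 leukocyte markers and 6 of 11 hepatocyte genes were well above background.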

How the results depend on the processing

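The settings added after seeing the data are the count over any of the 3 comparisons and, for the distances, no filter, all 4 arrays well above background, Table S1 probes and the probes of the deposited table. No paired analysis was possible because each group has 1 array. The t-test of the paper's methods was not run for the same reason, and slide as a block was not run because there is 1 slide. Of the log2 values of named genes, 0 reversed under any setting. The normexp background correction moved 369 of them beyond their error, all 369 nearer to 0, and 523 stayed within it. Under median scaling, quantile normalization and the floor for dim signals, all 892 stayed within it.

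The normexp background correction lowered the counts. Probes higher and lower went from 1860 and 1140 to 901 and 399 with poly(I:C), from 2397 and 1654 to 1222 and 615 with CRL1505, and from 2239 and 1410 to 1086 and 477 with CRL1506. Relative to poly(I:C) alone, they went from 647 and 546 to 118 and 102 with CRL1505, and from 804 and 544 to 175 and 87 with CRL1506. Higher genes numbered 298, 402 and 352 in place of 513, 681 and 600, and in 1 comparison only 24, 77 and 32 in place of 81, 189 and 118, in the order poly(I:C), CRL1505 and CRL1506. Lower genes numbered 112, 187 and 138 in place of 301, 427 and 381, in 1 comparison only 8, 53 and 6 in place of 25, 84 and 40, and in all 3 comparisons 88 in place of 242. The offset of 50 added to each signal draws ratios of dim probes toward 0 by construction.

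Without a filter more probes are counted by construction. Lower probes then numbered 1938 with poly(I:C), 2482 with CRL1505 and 2222 with CRL1506. Relative to poly(I:C) alone, there were 1250 higher and 1121 lower with CRL1505, and 1858 and 1115 with CRL1506. Genes higher with CRL1506 only numbered 203. Lower genes numbered 468 with poly(I:C), of which 62 with poly(I:C) only, and 82 with CRL1506 only. The deposited table gave 1941 lower probes with poly(I:C) and 2213 with CRL1506, 206 genes higher with CRL1506 only, 468 genes lower with poly(I:C), 61 with poly(I:C) only and 81 with CRL1506 only. It has no filter on dim probes either, since 32.8% of its poly(I:C) values and 33.9% of its CRL1506 values are dim on both arrays. Its values match those here apart from the small offset, so the missing filter accounts for the larger counts.

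With both arrays required to be well above background, fewer probes are counted by construction. Higher and lower were 976 and 604 with poly(I:C), 1367 and 1062 with CRL1505, and 1148 and 800 with CRL1506. For CRL1505 and CRL1506 against poly(I:C) they were 145 and 103, and 140 and 70, respectively. Higher genes were 306, 429 and 354, and in 1 comparison only 22, 92 and 19. Lower genes were 194 with poly(I:C) and 253 with CRL1506, 149 in all 3 comparisons and 19 with CRL1506 only. Signal over background thus limits these counts, since many called probes are dim on 1 of the 2 arrays.

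With dim signals raised to the floor, 377 probes were higher and 339 lower with CRL1505 than with poly(I:C), and 505 and 297 with CRL1506. Genes with CRL1506 only were then 77 higher and 25 lower. Raising the dim side shrinks such ratios by construction. With the brightest probe of a gene, 21 genes were lower with CRL1506 only, and the cause was not tested. With a limit of 1.5-fold in the other comparisons, genes in 1 comparison only were 39, 56 and 75 higher and 3, 5 and 6 lower, which a stricter limit lowers by construction. Counting any of the 3 comparisons without a filter, a setting chosen after seeing the data, gave 5101 and 3368 probes and 1171 and 791 genes. A union of comparisons is larger by construction.

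Over the Table S1 genes, the median difference from poly(I:C) went from 0.47 to 0.41 with CRL1505 under the normexp background correction. With CRL1506 it went from 0.21 to 0.18 under the same correction and to 0.17 under median scaling. With a yardstick of fewer probes, 3 genes in place of 5 lay below it with CRL1506. The median of the cell cycle list with CRL1506 against unchallenged went to -0.69 under the normexp background correction. With the brightest probe of a gene, the MHC class I list had 2.29, 2.47 and 2.36 with poly(I:C), CRL1505 and CRL1506. For the Table S1 genes with CRL1506, the random range was -0.023 to 0.024, and -0.056 to -0.0081 under median scaling. That scaling thus lowered the median and its random range alike. For the other values the cause was not tested.

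The distance between the strains was larger than that of CRL1505 from poly(I:C) by 5.79, and smaller than that of CRL1506 from poly(I:C), with a difference of -0.51. These differences became -3.32 and -0.96 under the normexp background correction, 5.77 and -0.49 under median scaling, and 7.51 and -0.59 under quantile normalization. They were -1.95 and -0.65 with the floor for dim signals, and 0.000926 and -0.000314 with rank correlation. Among the settings chosen after seeing the data, they were 12.16 and 0.36 without a filter, -5.82 and -1.10 with all 4 arrays well above background, 0.46 and 0.027 over Table S1 probes, and 10.39 and -0.25 over the probes of the deposited table. The first difference reversed under the normexp correction, the floor and all 4 arrays, and the second without a filter and over Table S1 probes. Over the 23488 probes well above background on all 4 arrays, CRL1505 lay 32.75 from CRL1506 and 38.57 from poly(I:C). Over all 27814 probes these distances were 106.4 and 100.6. Probes dim on at least 1 array thus carry most of the distance, and the sign of the first difference depends on them. The cause of the second reversal was not tested.

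A count stayed within its tolerance if it was within 1.5 times the reported one. A median did if it moved by at most 0.5 times the width of its random range, and a difference of distances never did. Of 86 counts, medians and distances, 84 stayed within their tolerance under quantile normalization, 83 under median scaling, 78 with the floor and 58 under the normexp background correction. With the brightest probe 64 did so, with the mean over probes 14, with the deposited table 14, without a filter 13, with both arrays 4 and with the yardstick of fewer probes 3, each among the results the setting applies to. Leaving out saturated probes could not move anything, since there are 0 saturated spots.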

Differences from the paper's values

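For poly(I:C) the paper gives 5140 probes higher and 3359 lower, against 1860 and 1140 here, and 1178 genes higher and 788 lower, against 513 and 301 here. In the authors' deposited table, the same 5140 and 3359 probes and 1178 and 788 gene names are past 2-fold in any of its 3 columns, and for poly(I:C) alone 2526 and 1941 probes and 644 and 468 gene names. They differ under every alternative set before the data were examined, namely the normexp background correction, median scaling, quantile normalization, no filter, both arrays, the floor for dim signals, saturated probes left out (0 spots were saturated), the deposited table and, for genes, the brightest probe and the mean over probes. Counting any of the 3 comparisons without a filter, which was chosen after seeing the values, gave 5101 and 3368 probes and 1171 and 791 genes, and drops 39 of the 5140 and 7 of the 3359 probes, and 7 of the 1178 and 1 of the 788 genes.

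Of the log2 ratios of Table S1, 19 in 12 genes differ. A measured difference is given even where a signal was not well above background. For OAS1 with poly(I:C) the paper gives 11.249, against 12.25 here. This differs under the normexp background correction, median scaling, quantile normalization and the deposited table, and not with the floor for dim signals.

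The values that follow differ under the normexp background correction, median scaling, quantile normalization, the floor for dim signals, and the deposited table where it gives a value. With poly(I:C), the paper gives 4.074 for IL6, against 4.40 here, and 8.421 for CCL5, against 8.82 here and 8.42 at another CCL5 probe. For IL15 the paper gives 1.124 with CRL1505 and 1.395 with CRL1506, against 2.44 and 1.92 here, and another IL15 probe has 1.39 with CRL1506. For MASP1 with CRL1506 the paper gives -1.111, against 0.79 here, and the other MASP1 probes have -1.55 and -1.12. For RAE1 the paper gives 2.952, 1.633 and 1.784 with poly(I:C), CRL1505 and CRL1506, against 2.27, 0.93 and 2.95 here.

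The next values of the paper belong to probes not well above background in the challenged group. For IFNA1 the paper gives 3.562, 4.876 and 4.234 with poly(I:C), CRL1505 and CRL1506, against 0.29, -1.98 and -0.23 here. For GZMH the paper gives 1.014, 2.895 and 1.651, against -1.02, -2.90 and -1.66 here, and the second GZMH probe has 0.55, 0.83 and 0.57. With CRL1506 the paper gives 2.413 for CCL8, against 0.73 here, and 1.981 for EPCAM, against 0.038 here. For LYZ with CRL1505 the paper gives 2.533, against 0.23 here.

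The paper describes IFNA1 as raised by poly(I:C) and further by lactobacilli, whereas its probe was not well above background on any array. It lists EPCAM among the adhesion molecules raised by poly(I:C), and the Table S1 probe was well above background with CRL1505 only. Another EPCAM probe was well above it with poly(I:C) only, with a log2 bound of 0.32, and another in unchallenged cells only, with -0.31. The paper's quantitative PCR, from independent experiments, also describes IFN-α and EPCAM as raised by poly(I:C), and IFN-α as higher still with lactobacilli. Dim probes do not contradict this. For NLRP3 and LGALS9 the text gives as folds the values that Table S1 gives as log2 ratios, and the bounds here are at least 4.44-fold and at least 49.6-fold higher.

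The paper describes IL15 as lowered by both strains, whereas it differed from poly(I:C) by 0.60 with CRL1505 and 0.09 with CRL1506. The paper's quantitative PCR, from independent experiments, also describes IL-15 as lowered by both. The paper describes RAE1 as lowered by both strains too, and the differences at the probe listed for it were -1.33 and 0.68. The array design names that probe KLRF1, so its values may not speak for RAE1. The paper names CFB and PLG among the genes raised by both strains, and CFB was at least 3.82-fold and 3.38-fold lower, and PLG at least 3.14-fold and 2.77-fold lower. The paper's quantitative PCR also describes CFB as lowered, and LYZ and TFF1 as raised by both strains. Among the same genes, TFF1 was well above background with CRL1505 and not CRL1506, LYZ with CRL1506 and not CRL1505, and the Table S1 probe of GZMH with neither. The second GZMH probe was higher than with poly(I:C) by 0.28 with CRL1505 and 0.02 with CRL1506.

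The paper lists PPARA as changed by poly(I:C) alone of the 3 treatments, and its probe was well above background with CRL1505 only.

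The paper names CDHR4 as raised by CRL1505 only, and DDX58 and IFIT3 as higher with CRL1505 only. With CRL1506 all 3 also lay above the yardstick, with log2 differences from poly(I:C) alone of 0.40, 0.33 and 0.32. By quantitative PCR it describes PLA2G4A, PTGES and PTGS2 as higher with CRL1505 than with CRL1506. On the arrays PTGES differed by -0.35 between CRL1505 and CRL1506, below the yardstick. PTGS2 (0.40) lay above it and PLA2G4A (0.13) within it. The other prostaglandin genes measured on both arrays, PTGIR (0.47), PTGIS (0.23) and ALOX5AP (-0.16), lay within it. The paper groups the 2 lactobacilli arrays together, whereas here poly(I:C) and CRL1505 joined first. Probes dim on at least 1 array carry most of that distance, and the order depends on them. The arrays of the strains joined first under the normexp background correction and the floor for dim signals, and, in a setting chosen after seeing the values, with all 4 arrays well above background.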

Other observations

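Chosen only after the result was seen were the tests of a dim signal on at least 1 array, of the labels, of the dropped minus sign, of single values from another probe or group, of opposite directions, of a compressed signal range, of a deviating poly(I:C) culture, and of single spots for each strain. All hypotheses here were found and tested on the same data.

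Many probes passed 2-fold in 1 of the 3 comparisons with unchallenged cells only. Without a filter, 46.6% of 3724 such probes were not well above background on either array, against 18.0% of 2686 called in all 3 comparisons. This is under the limit of 50% set beforehand, so signals dim on both arrays are not the source of most. Signals dim on at least 1 array may be, since 77.4% were not well above background on 1 or both arrays, against 49.9%. With both arrays well above background, genes higher in 1 comparison only number 22, 92 and 19 for poly(I:C), CRL1505 and CRL1506. Closeness to the 2-fold threshold may account for many, since with the filter 55.1% of 2481 were past 1.5-fold the same way in another comparison.

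Genes raised by poly(I:C) lay higher with the strains than with poly(I:C) alone. Probes were chosen on the array of the other strain. With CRL1505, probes lowered at least 2-fold had a median difference of -0.29 and raised ones 0.35, and with CRL1506 they had -0.18 and 0.17. Array scaling would move both sets the same way, so the opposite signs argue against it. A stronger response to poly(I:C) as a whole is a candidate explanation. Probes lowered and raised at least 4-fold had medians of -0.43 and 0.43 with CRL1505, and of -0.27 and 0.19 with CRL1506. A compressed signal range on the poly(I:C) array would make the RNA standards rise with brightness on the CRL1505 array, and their slope was -0.00387 over 8 standards, which argues against it.

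For CRL1505 and for CRL1506, an effect of the strain and a deviating poly(I:C) culture cannot be told apart as the source of the rise over poly(I:C), since there is 1 array of cells given poly(I:C) alone. Probes raised at least 4-fold on the poly(I:C) array were higher with CRL1505 than with CRL1506 by a median of 0.23 over 358 probes, and the poly(I:C) array does not enter that difference. Differences between single cultures of the strains also stay open.

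The labels of the unchallenged array disagree on whether it was challenged. A mislabelled challenged sample would have interferon-stimulated genes at the level of the other arrays, and these were higher after poly(I:C) by a median of 5.37 over 6 genes. For the 12 genes whose Table S1 values differ, all values of a gene were found together at another probe for 0 of 12 genes. A dropped minus sign matched 1 of 12, GZMH, and is not a cause for the others.

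Taken singly, 3 of the 19 differing values lie within 0.002 of another probe of the same gene, after the small offset from the deposited table. They are those of CCL5 with poly(I:C) and of IL15 and MASP1 with CRL1506. With the printed values shifted by 100 other amounts, at most 1 was found. Values taken from another probe may account for these 3, and not for the other 16. Values of another group at the same probe matched 1 of 19, RAE1 with poly(I:C), against at most 1 with shifted values, so a swap of groups and chance cannot be told apart.

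Of 96 probes at least 2-fold higher with one strain and lower with the other against poly(I:C), 0% were well above background on all 3 challenged arrays, while 66 of 993 that moved the same way were. Dim probes may account for the opposite directions.

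Errors of single spots were tested through other probes of the same gene. Of 96 probes past 2-fold between either strain and poly(I:C), 50.0% had another probe past 1.5-fold the same way, against 92.1% of 657 for poly(I:C) against unchallenged. The limit set beforehand was 46.0%, and an interval added after seeing the result ran from 40.2% to 59.8%. With the strains pooled, such errors and true changes therefore cannot be told apart, but the strains lay on opposite sides of the limit. For CRL1505 the percent was 62.9% of 62, with an interval from 50.5% to 73.8%, which argues against single spots as the main source. For CRL1506 it was 26.5% of 34, with an interval from 14.6% to 43.1%, so single-spot errors may account for many of its calls.

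Among probes with a gene name well above background on both arrays, the largest differences of CRL1505 from poly(I:C) were rises of LIFR (2.12), LOC100156062 (1.97), PTGS2 (1.86), GCLC (1.76) and HOXC4 (1.73), and falls of PNLIP (-2.76), MTBP (-2.53), CYP27B1 (-2.5), CTCFL (-2.28) and BAG6 (-2.27). With CRL1506 they were rises of COL1A1 (2.32), ATRIP (2.11), ZBTB8A (2.09), FUT1 (2.03) and ENTPD5 (2.01), and falls of LOC100736653 (-2.80), BAG6 (-2.59), MTBP (-2.59), CTCFL (-2.22) and EIF2C2 (-1.90). MTBP, CTCFL and BAG6 fell in both comparisons, which share the poly(I:C) array. On the unchallenged array their signals were also lower than on the poly(I:C) array. Only 1 of 7 probes of PNLIP, 1 of 4 of BAG6 and 1 of 3 of LOC100736653 gave the call. For LIFR, HOXC4, MTBP, ATRIP, ZBTB8A, FUT1, ENTPD5 and EIF2C2, 1 of 2 probes did. Both probes of PTGS2 and of LOC100156062 did, and GCLC, CYP27B1, CTCFL and COL1A1 have 1 probe each.

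Among the same kind of probes, with a gene name and well above background on both arrays, the largest rises with CRL1505 relative to unchallenged cells were those of OASL (11.44), CCL5 (10.02), LOC733603 (9.79), IFIT3 (9.72) and GBP7 (9.70), and the largest falls those of GJA5 (-2.89), INPP4A (-2.66), EFNA1 (-2.58), DESI2 (-2.53) and CYTB (-2.48). With CRL1506 the rises were those of OASL (11.14), CCL5 (9.76), LOC733603 (9.54), GBP7 (9.46) and IFIT3 (9.42), and among the largest falls were those of INPP4A (-2.75), GJA5 (-2.73), LOC100624428 (-2.43) and GJA4 (-2.37). Among these falls, 1 of 4 probes of INPP4A gave the call with either strain, and 1 of 2 probes of EFNA1 and of LOC100624428 did.

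Against poly(I:C) alone, interferon-stimulated genes outside Table S1 had a median of 0.39 with CRL1505 and 0.16 with CRL1506, and MHC class I antigen processing 0.29 and 0.10. NF-κB targets outside Table S1 had 0.33 and 0.22, integrated stress response 0.18 and 0.14, cell cycle -0.25 and -0.10, and all of these lay outside the random range of like brightness. Cholesterol synthesis, with -0.08 and 0.0013, lay inside it. Ribosomal proteins had -0.0628 with CRL1505, just below their random range of -0.0600 to 0.0683, and -0.0116 with CRL1506, inside it.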
